# *Cnih3* Deletion Dysregulates Dorsal Hippocampal Transcription across the Estrous Cycle

**DOI:** 10.1523/ENEURO.0153-22.2023

**Published:** 2023-03-13

**Authors:** Bernard Mulvey, Hannah E. Frye, Tania Lintz, Stuart Fass, Eric Tycksen, Elliot C. Nelson, Jose A. Morón, Joseph D. Dougherty

**Keywords:** candidate gene, gene expression, opioid use disorder, sex differences, sex hormones

## Abstract

In females, the hippocampus, a critical brain region for coordination of learning, memory, and behavior, displays altered physiology and behavioral output across the estrous or menstrual cycle. However, the molecular effectors and cell types underlying these observed cyclic changes have only been partially characterized to date. Recently, profiling of mice null for the AMPA receptor trafficking gene *Cnih3* have demonstrated estrous-dependent phenotypes in dorsal hippocampal synaptic plasticity, composition, and learning/memory. We therefore profiled dorsal hippocampal transcriptomes from female mice in each estrous cycle stage, and contrasted it with that of males, across wild-type (WT) and *Cnih3* mutants. In wild types, we identified only subtle differences in gene expression between the sexes, while comparing estrous stages to one another revealed up to >1000 differentially expressed genes (DEGs). These estrous-responsive genes are especially enriched in gene markers of oligodendrocytes and the dentate gyrus, and in functional gene sets relating to estrogen response, potassium channels, and synaptic gene splicing. Surprisingly, *Cnih3* knock-outs (KOs) showed far broader transcriptomic differences between estrous cycle stages and males. Moreover, *Cnih3* knock-out drove subtle but extensive expression changes accentuating sex differential expression at diestrus and estrus. Altogether, our profiling highlights cell types and molecular systems potentially impacted by estrous-specific gene expression patterns in the adult dorsal hippocampus, enabling mechanistic hypothesis generation for future studies of sex-differential neuropsychiatric function and dysfunction. Moreover, these findings suggest an unrecognized role of *Cnih3* in buffering against transcriptional effects of estrous, providing a candidate molecular mechanism to explain estrous-dependent phenotypes observed with *Cnih3* loss.

## Significance Statement

*Cnih3* mutants show estrous-dependent alterations in learning, as well as physiological and anatomic changes in the dorsal hippocampus. However, the transcriptomic consequences of the estrous cycle on gene expression in the dorsal hippocampus of mice, including of *Cnih3* mutants, have not been characterized. Here, we identify candidate cell types, pathways, and gene regulators putatively involved in estrous-dependent gene expression in wild-type (WT) mice. We then contrast these with dorsal hippocampal transcriptomics in *Cnih3* knock-out (KO) mice. Using our wild-type data as a reference, we demonstrate that *Cnih3* knock-out mice have accentuated transcriptional responses across the estrous cycle.

## Introduction

Neurobehavioral sex differences are well-established factors in physiologic and pathologic processes ranging from reproduction and parenting to depression and addiction, in part through acute “activational” effects of sex hormones (Arnold, 2009). Example activational effects include regulation of dopamine turnover, suppression of GABA signaling (Del Río et al., 2018), and estrogenic stimulation of corticosteroid release through hypothalamic-pituitary-adrenal (HPA) axis upregulation of *CRH* (in contrast to its repression by androgens; Lund et al., 2004; Bao et al., 2006). Perhaps unsurprisingly, then, the human menstrual and rodent estrous cycles continually alter the microstructure of the brain: sex-specific responses to social stress in rat medial prefrontal cortex have implicated estrous-dependent alterations to cellular communication (Duclot and Kabbaj, 2015).

Phenotypically, the impact of sex has been observed in neuropsychiatric diseases and rodent models thereof (Kuhn, 2015), partly by way of the hippocampus in addiction (Kohtz and Aston-Jones, 2016). Hippocampal synaptic density peaks during proestrus, when estradiol and progesterone are highest (Woolley and McEwen, 1992), affecting learning and memory (Frick et al., 2015; Frick and Kim, 2018). In the mouse hippocampus, this increase in synaptic density is accompanied by elevated expression of synaptic transmission genes during proestrus and diestrus in comparison to males (Jaric et al., 2019). A longitudinal human study across the menstrual cycle revealed hippocampal changes suggestive of increased myelination during high estrogen periods (Barth et al., 2016), paralleling changes seen in rodent models during short-term learning. Despite such physiologic and behavioral observations, however, characterization of their potential molecular mediators has been less intensive to date.

The dorsal hippocampus, an interface of stress, sex, and drug-seeking behavior (Henderson et al., 2015; Johnson et al., 2021), is essential for drug-induced associative learning (Fakira et al., 2016). Consistent with this, mouse knock-out (KO) of the opioid dependence-associated gene *Cnih3* (Nelson et al., 2016) results in not only sex- but estrous-stage-specific effects on learning and memory (H.E. Frye et al., 2021). *Cnih3* is an AMPA receptor (AMPAR) trafficking protein that delivers AMPARs to the postsynaptic membrane, enhancing their activity (Schwenk et al., 2009; Coombs et al., 2012; Herring et al., 2013; Shanks et al., 2014; Brown et al., 2018). Hippocampal AMPARs have a clear role in learning and memory (Lee et al., 2003; Kessels and Malinow, 2009); accordingly, *Cnih3* KO showed severe memory deficits, altered biochemical localization of AMPARs, and corresponding synaptic changes, *but* only in female mice, and limited to particular phases of the estrous cycle (H.E. Frye et al., 2021). This suggested the surprising hypothesis that *Cnih3* is involved in buffering the female brain against cyclic changes in hippocampal learning.

A recent synthesis across several studies of wild-type (WT) mouse hippocampus found that very few genes are consistently called sex DE (Ocañas et al., 2022). The granular manner in which the estrous cycle alters brain gene expression and pathways, even in WT rodents, has only been characterized in limited phases (Iqbal et al., 2020) or not yet in direct contrast to males (DiCarlo et al., 2017). Therefore, we first sought to determine how extensively WT dorsal hippocampal gene expression fluctuates across estrous, as grouping all females together may underlie the reported paucity of sex DEGs via unaccounted-for biological variance and/or net male-equivocal expression. Given recent evidence of dorsal hippocampal *Cnih3* expression and cycle-dependent cellular and plasticity changes with *Cnih3 loss* (H.E. Frye et al., 2021), we then sought to transcriptionally characterize the mouse dorsal hippocampus at each stage of the estrous cycle in *Cnih3* KO mice to clarify the molecular effects of KO.

In WTs, we only identify male-female divergence of autosomal gene expression when considering individual estrous stages. Using gene pattern analysis, we define cyclic expression patterns of the female dorsal hippocampus and these patterns’ enrichment in cell type markers, related transcriptomic signatures, and candidate regulators, providing an extensive resource for hypothesis generation in the study of interplay between estrous and dorsal hippocampal function. We then examined differences between *Cnih3* KO males and KO females in specific phases of estrous and identified a profound enhancement in gene expression differences, resulting in substantially more differential genes between sexes.

Finally, we examined expression differences between WT versus KO altogether, in males and in each estrous stage. These analyses, when compared with those within KOs or WTs, suggested that subtle changes were being induced by *Cnih3* KO to accentuate sex-differential expression. Indeed, we observed that the magnitude of sex-differential expression at diestrus or estrus was greater in the KO regardless of false discovery rate (FDR) level, supporting the hypothesis that *Cnih3* buffers against excess gene-regulatory responses to cycling sex hormones.

## Materials and Methods

### Animals, estrous staging, and dorsal hippocampal dissections

Procedures were approved by the Institutional Animal Care and Use Committee at Washington University in St. Louis. Adult (age range 12–24 weeks; see Extended Data Table 1-1) WT and *Cnih3* KO littermates on a C57/BL6j background (>10 backcrossed generations) were used. This *Cnih3* KO mouse line was previously generated beginning in 2015 from *Cnih3^tm1a(KOMP)Wtsi^* BL/6N mice (Knockout Mouse Project); full details of the KO line were previously published (H.E. Frye et al., 2021). Briefly, the KO line lacks exon four of *Cnih3*, frameshifting exons 5 and 6 and thus truncating the CNIH3 protein. We confirmed the previously reported loss of exon 4 in our experimental animals by examining alignment of RNA-sequencing (RNA-seq) reads within the *Cnih3* transcript (Extended Data Figs. 4-1, 4-2). Genotyping was performed according to methods used by the group publishing the mouse line (H.E. Frye et al., 2021). *Cnih3* heterozygotes were mated in pairs (or occasionally to *Cnih3* homozygotes) to generate homozygous KO offspring for RNA-seq. Because of the large number of mice required to cover all estrous cycle stages in two genotypes in the midst of pandemic-era animal facility constraints, mice we subsequently refer to as WT were collected from a mix of offspring from WT B6 x WT B6 matings and *Cnih3* mutant-negative littermates from *Cnih3* heterozygote x *Cnih3* heterozygote matings (parental genotypes given in Extended Data Table 1-1). Principal component analysis (PCA; Extended Data Fig. 1-2) did not identify a clear axis of variation relating to parental genotype in the WT animals; thus, we collapsed all wild-type animals together in a single group, regardless of parent genotype.

Mice were kept in climate-controlled facilities with a 12/12 h light/dark cycle and *ad libitum* access to food and water. The estrous cycle was monitored by vaginal lavage of sterile saline for at least two consecutive days before tissue harvesting. Samples were allowed to dry on glass slides, rinsed with water, and stained with giemsa stain (Ricca Chemical) to improve contrast and differentiate between cell types. Vaginal cell cytological analysis was used to identify estrous cycle stages by three independent observers. Estrus (E, Est) was characterized by the presence of cornified epithelial cells, metestrus (M, Met) by a mix of leukocytes and both nucleated and cornified epithelial cells, diestrus (D, Di) by leukocytes, and proestrus (P, Pro) by nucleated epithelial cells. Males and females at each stage of the estrous cycle (*n* = 4–7 per group) were decapitated and dorsal hippocampi were rapidly dissected over ice by a single researcher in the afternoon using methods previously described (Xia et al., 2011; Portugal et al., 2014; Fakira et al., 2016), and tissue was snap frozen on dry ice and stored at −80°C until use. Besides estrous staging before decapitation, mice used in this study were not used for anything other than the RNAseq analysis. In order to ensure responsible and judicious use of animal specimens, additional brain regions and samples were banked for potential future use in other studies.

### Tissue processing and RNA purification

The dorsal-most 1/3 of each hippocampus was collected for RNA preparation. Hippocampi were placed in 500 μl of buffer [50 mm Tris, pH 7.4, 100 mm NaCl, 1% NP-40, supplemented with Rnasin (Promega) and protease inhibitors (Roche)] on ice. Samples were homogenized in buffer solution on ice using a handheld motorized pellet pestle, and lysate was then centrifuged at 2000 × *g* for 15 min at 4°C, and 133 μl of the supernatant was taken for RNA purification. This was mixed with 67 μl of Promega’s simplyRNA Tissue kit Homogenization buffer with 1-thioglycerol (20 μl/ml), then 200 μl of the Promega kit’s lysis buffer, and extracted using a Maxwell RSC 48 robot (Promega) following the manufacturer’s instructions.

### RNAseq library preparation and sequencing

Total RNA integrity was determined using Agilent Bioanalyzer or 4200 Tapestation. Library preparation was performed with 10 ng of total RNA for samples with a Bioanalyzer RIN score >8.0. The resulting Poly-A enriched, double-stranded cDNA (dscDNA) was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara-Clontech) per manufacturer’s protocol. cDNA was fragmented using a Covaris E220 sonicator using peak incident power 18, duty factor 20%, cycles per burst 50 for 120 s. cDNA was blunt ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 14 cycles using primers incorporating unique dual index tags according to manufacturer’s protocol. Fragments were sequenced on an Illumina NovaSeq-6000 using paired end reads extending 150 bases.

### Quantitative PCR and analysis

Using the same RNA as collected above, we synthesized single-stranded cDNA from 125 ng of each sample RNA using the qScript Reverse Transcriptase kit (QuantaBio #95047) per manufacturer instructions in 20-μl reactions. Six of these RNA samples were also prepared in a second reaction with 125 ng input RNA but no reverse transcriptase enzyme as a negative control for the quantitative PCR (qPCR) reactions. A total of 200-μl water was added to each reaction after completion, and 4 μl of the diluted reaction used as template for each qPCR reaction well. A total of 384-well plates were prepared with technical triplicate reactions (i.e., three reactions with 4 μl cDNA each) per sample for each of two genes: one gene of interest, and β-actin as within-sample normalization controls; 6 μl of a mastermix comprised of 5 μl per reaction of PowerUp SyBr Green 2× Mastermix (Applied Biosciences #A25742) and 0.5 μl per reaction of each primer at 10 μm (final concentration 500 nm) was added to each well of cDNA for a total of 10 μl. The primers used were: β-actin forward, 5′-AGAGGGAAATCGTGCGTGAC-3′; β-actin reverse, 5′-CAATAGTGATGACCTGGCCGT-3′; *Otx2* forward, 5′-GAATCCAGGGTGCAGGTATGG-3′; *Otx2* reverse, 5′-CTGAACTCACTTCCCGAGCTG-3′; *Prlr* forward, 5′-CTGCACTTGCTTACATGCTGC-3′; *Prlr* reverse, 5′-GGGGAACGACATTTGTGGATTTC-3′; *Prl* forward, 5′-CCAATCTGTTCCGCTGGTGA-3′; and *Prl* reverse, 5′-GGGACTTTCAGGGCTTGTTCC-3′. A 3 min 95°C hot-start step was followed by 40 cycles of 95°C for 15 s and 63°C (annealing + elongation) for 20 s. Immediately after, a 95°C hold for 15 s and a temperature ramp from 60°C to 95°C were executed for melt curve analysis. Cycling, threshold detection, and melt curve analysis for each plate was performed on a Quantstudio 6 instrument. Wells without amplification, with melt curve peaks under 80°C, or diverging ≥1 cycle to threshold of detection (CT) from the other two technical replicates for a sample were discarded from analysis if the other two wells strongly reflected one another. Delta CT (dCT) between the target gene and actin was calculated for each technical replicate of the target gene within a sample by subtracting that sample’s mean actin CT. These repeated measurements were used as input for plotting as boxplots in Extended Data Figure 2-4 and used in a repeated-measures ANOVA to test each pairwise comparison of interest as defined by the RNA-seq data. Twelve total comparisons of interest were investigated across the three target genes. In all cases, no-reverse-transcriptase negative controls produced either no products, only primer dimers, or the target product but at >5 CT later than any reverse transcribed sample on the plate.

### Data analysis

RNA-seq reads were aligned to the Ensembl release 101 primary assembly (GRCm38.101) with STAR version 2.7.9a (Dobin et al., 2013). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 2.0.3. All gene counts were then imported into the R/Bioconductor package EdgeR (Robinson et al., 2010) and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in at least ten samples greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma (Ritchie et al., 2015). Weighted likelihoods based on the observed mean-variance relationship of every gene and sample (i.e., one model for all 10 groups, each estrous stage/males and each genotype) were then calculated for all samples and the count matrix was transformed to moderated log2 counts-per-million with Limma’s voomWithQualityWeights (Liu et al., 2015). Differential expression analysis was then performed to analyze for differences between pairs of conditions; results were filtered to genes with Benjamini–Hochberg FDR adjusted *p*-values less than or equal to 0.05 except where noted. All differential expression analyses used a single input dataset covering all WT and *Cnih3* KO samples and model using a Limma contrast matrix to avoid the need for *post hoc* multiple testing corrections: *expression ∼ 0 + group* (where group = genotype and estrous stage or male). Estrous-stage agnostic and sex-agnostic (global genotype effect) contrasts were collapsed into aggregated contrast coefficients for each stage together; for example, WT female versus WT male DE = (0.25*metestrus + 0.25*diestrus …) – male.

Using the ssizeRNA package in R, we estimated that our experiment as executed was powered with β = 0.862 for an FDR threshold of 0.05 with a sample size of 6 per group, 5% of genes as DE at |FC| of ≥±2, mean count of 3000 (based on the analyzed counts table), and the global dispersion, which by nature will be influenced by age variability across the cohort, of the analyzed counts (0.048).

Because of the number of mice and conditions to be collected, ages were not ideally balanced in the dataset. As brain gene expression differences in B6 lineage mice from ages one to four months have been observed (Bundy et al., 2017), we investigated whether age had a substantial impact on our results. We used the R package ComBat-seq (Zhang et al., 2020) to remove age effects (with age as categorical effect in months) while preserving genotype-stage/sex effects before a parallel, exploratory limma analysis. This two-step procedure constituted first correcting the library-size-corrected counts for age using ComBat-seq, followed by the same limma-voom steps as used in the original analysis (see below, Code availability). 3D principal component analysis (PCA) was used to compare the age-adjusted data to the original analysis (Extended Data Fig. 1-1).

For gene pattern analysis, the degPatterns function of R package DEGreports package (Pantano et al., 2022) was used with the moderated log2 counts per million (CPM) expression values for an input gene set to examine the patterns of expression over each stage/condition examined. The degPatterns parameters used were as follows: minimum number of genes fitting a pattern to report the pattern is 5 (*minc *=* *5) and outliers were excluded from final clusters (*reduce* = TRUE).

For ontology, cell type, and regulatory enrichments, the Enrichr web tool (E.Y. Chen et al., 2013) was used, entering the list of significant differentially expressed genes (DEGs; at FDR < 0.05) from the differential expression analysis directly or those DEGs derived from the clustering analyses previously described. Result tables were downloaded from each Enrichr query database of interest if that result table contained at least one putatively brain-relevant, q-value significant enrichment being driven by at least five of the input genes (or, in cases of large gene sets, at least eight; specified in corresponding figure legends). Result tables were then collated across databases in R (see below, Code availability).

### Comparison to DEGs from prior studies

WT stage-stage comparisons for dorsal hippocampus were compared to significant DEGs previously reported between estrous stages in Table 4 of Dicarlo et al, 2017. Each direction of effect was separated into its own column (two directions by six comparisons = 12 columns). Genes listed in DiCarlo that did not meet filtering criteria for analysis in our study were removed. For the genes analyzed in both our study and in DiCarlo et al., 2017; we programmatically obtained the number of previously reported DEGs with concordant effect directions (e.g., proestrus > diestrus) in our data both without statistical thresholds and at an FDR threshold of 0.05 (see below, Code availability).

### Data availability

Data are available at GEO under accession GSE199722. Reviewer token, if needed, is yzybsiectzotpwt.

### Code availability

Code for read QC, alignment, and filtering is available from the authors on request. The raw unfiltered counts, a filtered count matrix as used for analysis, code to analyze the filtered counts in limma, and scripts for all analyses/plotting thereafter (with the exception of Enrichr analyses themselves, which were executed and collected through the Enrichr web tool) are available on Bitbucket at https://bitbucket.org/jdlabteam/workspace/projects/CHER.

## Results

### Wild-type dorsal hippocampal gene expression: sex and estrous differences

#### Gene expression between wild-type male and female bulk dorsal hippocampus does not substantially differ

As collection of this cohort of mice required some flexibility in terms of mouse age (given size and number of conditions), we first examined whether age played a substantial, statistically-adjustable role in our differential expression analyses. 

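RNA was taken from the dorsal hippocampus of 55 mice, with 1 library per mouse and no technical replicates. The tissue was lysed in NP-40 buffer, the lysate was centrifuged, and cDNA was made from polyadenylated RNA of the supernatant. The WT mice were 4 in metestrus, 6 in diestrus, 5 in proestrus, 7 in estrus and 5 males. The KO mice were 5 in metestrus, 6 in diestrus, 4 in proestrus, 6 in estrus and 7 males. The authors deposited the number of reads counted on each of 55487 Ensembl genes, without normalization, and a table of log2 CPM (counts scaled to library size) of the genes they tested.

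Total counts per library ranged from 25881295 to 63547098, with a median of 53384170. In WT mice the median total was 49109273.5 in metestrus (range 43052058 to 56424634), 55478668 in diestrus (38769215 to 58932939), 51138241 in proestrus (25881295 to 62013024), 52125725 in estrus (29986468 to 63321180) and 55800111 in males (41339048 to 57073939). In KO mice it was 52840005 in metestrus (49028581 to 61472649), 56606542 in diestrus (52307959 to 57198441), 52754942.5 in proestrus (32817017 to 57963784), 55006374 in estrus (47373740 to 58799748) and 57137521 in males (40797170 to 63547098). The paper's Extended Data Table 1-1 lists fewer read pairs for each library, and the counts were 1.42 to 1.58 times the listed number, with a median of 1.53. Of the gene counts from 1 to 10, 60.1% were even numbers, so both reads of a pair were often counted. The deposited counts are the depth used here.

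Genes with over 1 CPM in at least 10 libraries, apart from 5 ribosomal genes, left 16168 genes to test. Counts were scaled by TMM factors and weighted by voomWithQualityWeights, and 1 limma model with a mean for each of the 10 groups gave every comparison. The log2 CPM of this model differed from those in the authors' table by at most 5e-14 over the 16164 genes compared. A differentially expressed gene (DEG) had an FDR under 0.05 by the Benjamini-Hochberg method, with no threshold on the fold change. Every log2 fold change is the first group named minus the second, and every FDR without another test named is from this model.

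The mice were 10.9 to 23.7 weeks old with a median of 16.9 weeks, and 17 of them were under 14 weeks. Of the 12 diestrus mice, 7 were under 14 weeks (3 of 6 WT and 4 of 6 KO mice), compared with 10 of the 43 other mice. Age in weeks, added to the model, had an FDR under 0.05 for 13 of the 16168 genes.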

Using the ComBat-seq package in R, we specified the same model (see Materials and Methods) with an additional covariate of age (categorically, in months) as a potential confounding variable to be adjusted for. We compared three-dimensional PCA plots of the limma model fits with and without preceding ComBat-seq correction to determine whether age correction altered the relationships among RNA-seq samples. These plots visually suggested (Extended Data Fig. 1-1) a modest relationship between principal component 2 (PC2) and age. However, PC2 explained 12.1% of variance in the original data, while still explaining 10.3% of variance in the age-negated data, confirming that age did not substantially influence our results (i.e., only ∼2% of the cohort-wide variance was attributable to age). 

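Principal components were computed from the log2 CPM of the 243 genes with an SD of at least 1 over the 55 libraries. PC1, PC2 and PC3 held 30%, 17.5% and 13.2% of their variance, with jackknife standard errors of 4.18, 2.71 and 3.04 percentage points. The 6 relations between a component and age in weeks were tested by two-sided permutation tests. PC2 fell with age over all 55 mice (Pearson r = -0.363, p = 0.00614, Benjamini-Hochberg adjusted p = 0.0368, and Spearman rho = -0.339, p = 0.0114, adjusted p = 0.0558). Without the 2 mice farthest from the median age r was -0.270. Among the 43 mice outside diestrus r was -0.261 (p = 0.0900, adjusted p = 0.105) and rho was -0.223 (p = 0.151, adjusted p = 0.181). For PC3 the values were r = -0.264 (adjusted p = 0.0766) and rho = -0.269 (adjusted p = 0.0924) over all mice and r = -0.342 (p = 0.0250, adjusted p = 0.0500) and rho = -0.360 (adjusted p = 0.0558) outside diestrus, with r = -0.210 and -0.295 without the 2 mice farthest from the median age. These tests do not take sex or group into account. All 12 males, with a median age of 18.9 weeks compared with 16.3 in females, had negative scores on PC2 and on PC3. With group means removed, a test chosen after the data were seen, r was -0.192 (p = 0.159, adjusted p = 0.238 over 3 components) and rho was -0.278 (p = 0.0401, adjusted p = 0.120) for PC2, with r = -0.167 without the 2 extreme mice, and r was 0.0923 (p = 0.501) and rho 0.151 (p = 0.269) for PC3.

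After ComBat-seq correction for age in months, 166 genes had an SD of at least 1, and PC1, PC2 and PC3 held 23.6%, 20.9% and 13.0% of their variance. Scaling each gene to unit variance, a setting chosen after the data were seen, moved the share of PC2 most, to 13.3% before and 18.5% after the correction. From the shares of PC2 before and after correction, the paper concludes that age had no substantial influence on its results.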

We therefore did not adjust for age in the analyses that follow.

We first tested the 16,168 genes in our wild-type (WT) dorsal hippocampal RNA-seq data for female gene expression differences from male, examining both estrous-naive and stage-specific differences in gene expression (Figs. 1*B*, 2; Extended Data Table 2-1*A*). 

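Between WT females of all 4 stages and WT males, 5 of 16168 genes were DEGs and 334 had an unadjusted p under 0.05. The DEGs were the Y-linked genes Kdm5d, Ddx3y, Eif2s3y and Uty and the X-linked Xist. Uty lies outside the genes chosen in advance and was named after the values were seen. Kdm5d (chromosome Y, 897788 to 956786 of GRCm38) had 282 to 672 counts in each of the 12 males of both genotypes and at most 3 in each of the 43 females. Male counts were 1771 to 4724 for Ddx3y, 1312 to 2479 for Eif2s3y and 318 to 801 for Uty, against at most 7, 10 and 5 in any female. Xist (chromosome X, 103460366 to 103483254) was higher in females with a log2 fold change of 4.53 (SE 0.69, FDR 8.16e-05). The X-linked 5530601H04Rik and Kdm6a each had an FDR of 0.0533, with log2 fold changes of 0.36 and 0.50.

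Testing all genes without a filter on low counts moved the number of DEGs most among the alternatives that keep every mouse, to 24. The number changed to 9, 12, 28 and 165 without WT males 2052, 2015, 19_1 and 1949.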

At the level of sex alone, we only detected six differentially expressed genes (DEGs; FDR < 0.05, no log fold-change threshold), all from the sex chromosomes (Fig. 2*A*). Examining nominally significant DEGs with a log fold-change (FC) exceeding 1.5 revealed four additional genes, including *Depp1* (female-upregulated, logFC 2.3, *p* < 4 × 10^−3^) and *Avpr1b* (female-upregulated, logFC 2.13, *p* < 2 × 10^−3^). 

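Outside the DEGs, 4 genes had an unadjusted p under 0.05 in limma and an absolute log2 fold change over 1.5 between WT females and males. Avpr1b (chromosome 1, 131599239 to 131612000) had a log2 fold change of 2.24 (SE 0.63, unadjusted p = 0.000791), and Depp1 (chromosome 6, 116650609 to 116652794) of 2.32 (SE 0.75, unadjusted p = 0.00306). The FDR of both was 1. Gm37363 and Gm40518, named after the values were seen, had log2 fold changes of 1.94 (SE 0.76) and 1.67 (SE 0.70). Depp1 was at -1.36 ± 1.74 log2 CPM (SD, n = 5) in WT males and at 0.14 ± 0.81 in metestrus (n = 4), 0.70 ± 0.72 in diestrus (n = 6), 0.87 ± 0.50 in proestrus (n = 5) and 0.00 ± 1.03 in estrus (n = 7).

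Avpr1b was at -2.0 ± 2.44 log2 CPM (SD, n = 5) in WT males. WT male 2015 had -6.28, from 0 counts, and the other 4 males had -1.46 to -0.19. Without WT male 2015 the log2 fold change of Avpr1b was 0.82. Without WT male 2052 it was 3.56 with an FDR of 0.0393. The log2 fold change of Depp1 ran from 1.565 (without WT male 2015) to 3.12 (without WT male 2052). None of its 27 fits had an FDR under 0.05.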

In all, the “net” female dorsal hippocampal transcriptome did not diverge appreciably from male.

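At an FDR under 0.1, 7 genes differed between WT females and WT males, and the 5 DEGs were also those under 0.01. From the small number of DEGs the paper concludes that the female hippocampal transcriptome as a whole stayed close to that of males.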

**Figure 1.**
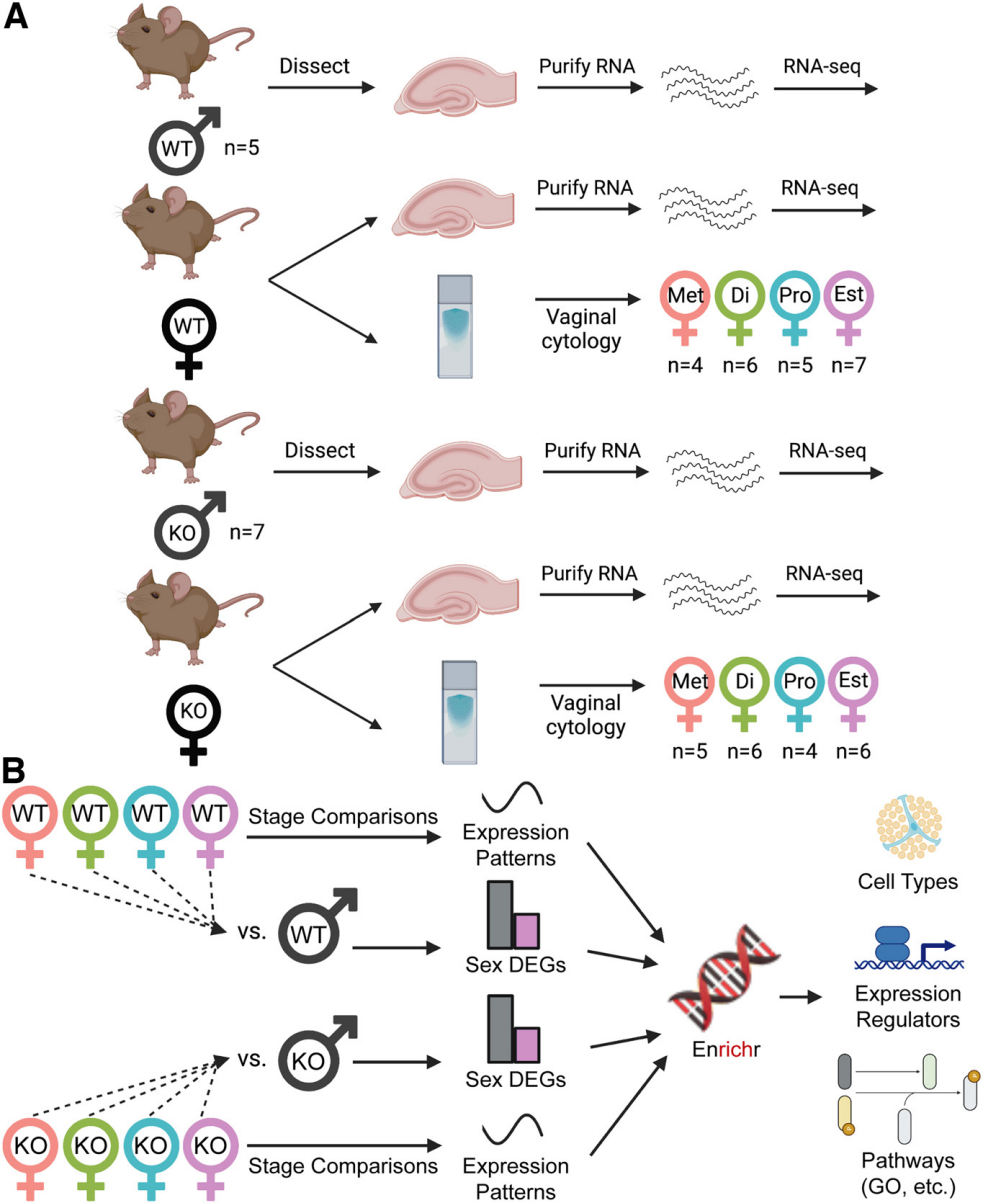
Experimental workflow. ***A***, Dorsal hippocampi from male and female adult C57/B6 wild-type (WT) and *Cnih3* knock-out (KO) mice were collected for RNA-seq (one hippocampus/mouse = one sample). Vaginal cytology was performed at time of tissue collection. Estrous stage was independently determined from cytology by two to three scorers. Final *n* for each genotype and estrous stage group are indicated in the figure. ***B***, Analytic workflow. Sequencing QC results and mouse metadata are included in Extended Data Table 1-1. Additional QC in the form of principal component analyses with and without adjustment for mouse age are in Extended Data Figure 1-1. Met = metestrus; Di = diestrus; Pro = proestrus; Est = estrus.

10.1523/ENEURO.0153-22.2023.f1-1 Extended Data Figure 1-1 3D principal component analysis (PCA) of highly variable gene expression data analyzed with versus without removal of age effects by the ComBat-seq package. Expression values were filtered to those with a standard deviation of ≥1 for PCA calculation and plotting. Similar perspectives shown of 3D PCA of the cohort gene expression values as (***A***) modeled by limma/voom and used throughout the paper and (***B***) as corrected for categorical age by ComBat-seq prior to modeling in limma/voom. Download Figure 1-1, TIF file.

10.1523/ENEURO.0153-22.2023.f1-2 Extended Data Figure 1-2 3D PCA of highly variable WT gene expression reveals no role of parental genotype in observed DE patterns. Expression values were filtered to those with a standard deviation of ≥1 for PCA calculation and plotting of WT samples. CNIH3: one parent was heterozygous for the *Cnih3* mutation (and offspring was mutation-negative); WT B6: both parents were vendor-purchased B6 or their in-house, inbred descendants. Download Figure 1-2, TIF file.

10.1523/ENEURO.0153-22.2023.tab1-1 Extended Data Table 1-1 RNA-seq QC results (read depth, and percent of reads mapped, uniquely mapping, and multimapped) and sample metadata including age in weeks. Download Table 1-1, XLS file.

**Figure 2.**
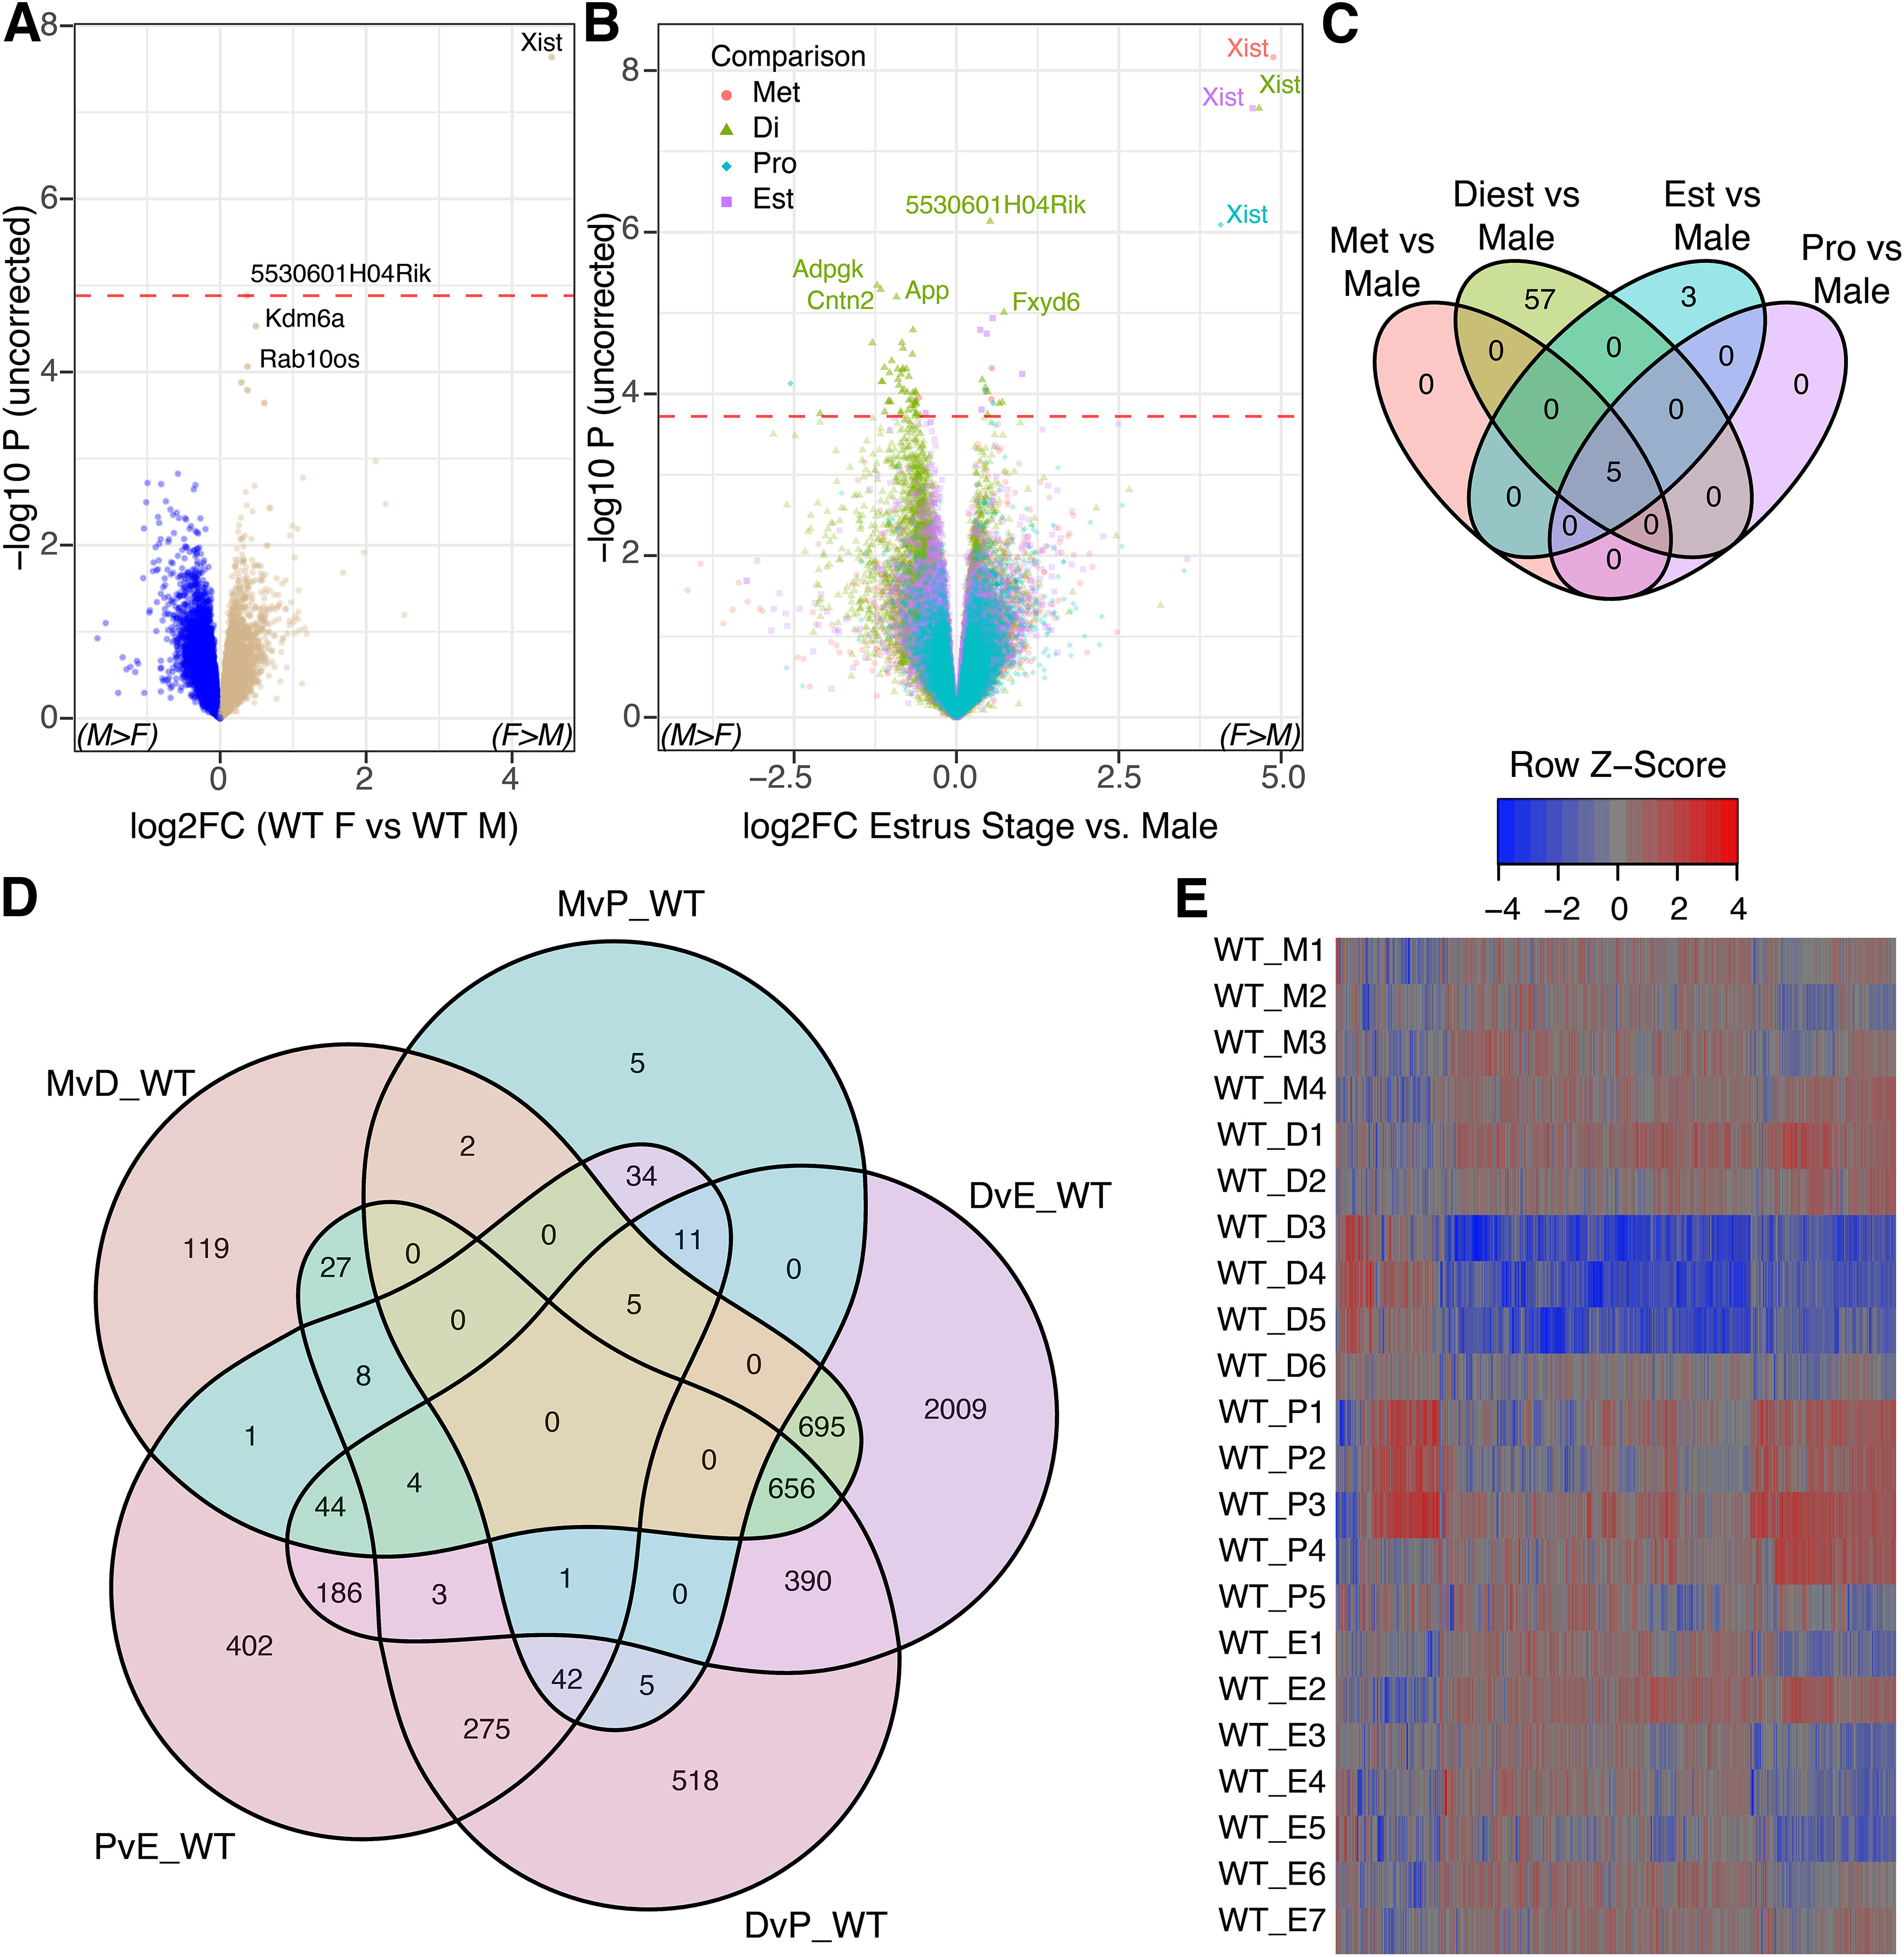
Wild-type dorsal hippocampal transcriptome varies across estrous stages. ***A***, Volcano plot illustrating the effective absence of sex-differential genes when comparing wild-type males to females combined across all stages of the estrous cycle. Female enriched genes are positive. ***B***, A joint volcano of differential expression analysis results for each estrous stage compared with males. The largest magnitude differences in gene expression are between diestrus and males. *Xist* is shown on the plot to illustrate the comparative magnitude of sex-specific gene expression from the sex chromosomes; Y-chromosome genes are excluded for scale. ***C***, Venn diagram illustrating the number of significant DEGs between males and females for each estrous stage. The majority of differential expression occurs in diestrus (see also replication of stagewise differential expression compared with a prior study of hippocampus in Extended Data Fig. 2-1). ***D***, A Venn diagram of differentially expressed genes across pairwise comparisons of estrous stages, illustrating the dependence of the female hippocampal transcriptome on estrous stage. Once again, diestrus is the most distinctive of the four stages. Full RNA-seq analysis results for comparisons in panels ***A–D*** are included in Extended Data Table 2-1. ***E***, Heatmap of samplewise expression of the same genes as in panel ***D***. Hippocampal gene expression changes across estrous stages are individually subtle but extensive in terms of the number of genes involved. Additional clustering of gene expression by genotype and sex/estrous stage is in Extended Data Figures 2-2 and 2-3. Pairwise comparisons at or near statistical significance for three genes were directionally verified and significant by qPCR using the same RNA as sequenced (Extended Data Fig. 2-4).

10.1523/ENEURO.0153-22.2023.f2-1 Extended Data Figure 2-1 Replication of WT estrous stage pair DE directionality between the present study and DiCarlo (2017). Each *x*-axis value represents one direction of expression change between the first and second listed stages (e.g., P > E signifies genes upregulated in proestrus relative to estrus; P < E signifies downregulation in proestrus relative to estrus). All six comparisons (12 directional changes) were examined in WT both here and elsewhere (DiCarlo, 2017). See Materials and Methods, Comparison to DEGs from prior studies, for additional details. Red bars indicate number of genes analyzed in both studies; green indicates genes with the same directional relationship as previously published (DiCarlo, 2017) regardless of statistical significance, while blue indicates the number of genes that were also significantly DE in the present study at FDR < 0.05. M, metestrus; D, diestrus; P, proestrus; E, estrus. Download Figure 2-1, TIF file.

10.1523/ENEURO.0153-22.2023.f2-2 Extended Data Figure 2-2 Three-dimensional PCA of all analyzed samples using variably expressed genes including sex chromosomes. Download Figure 2-2, TIF file.

10.1523/ENEURO.0153-22.2023.f2-3 Extended Data Figure 2-3 Three-dimensional PCA of all analyzed samples using variably expressed autosomal genes. Download Figure 2-3, TIF file.

10.1523/ENEURO.0153-22.2023.f2-4 Extended Data Figure 2-4 qPCR validation of three DEGs (*Otx2*, *Prlr*, *Prl*) between estrous stages. Bonferroni corrected *p*-values (correcting for twelve total comparisons across the three genes) are shown for each comparison preselected for replication by qPCR. Download Figure 2-4, TIF file.

10.1523/ENEURO.0153-22.2023.tab2-1 Extended Data Table 2-1 Wild-type differential expression contrast results. Sheets ***A–K*** are named according to the contrast performed and cover all genes analyzed as described in Materials and Methods. Highlighted rows signify genes we called significant (i.e., FDR < 0.05 with no logFC cutoff). Download Table 2-1, XLS file.

As prior experiments with *Cnih3* have illustrated, male-female differences can be influenced by the stage of the estrous cycle (H.E. Frye et al., 2021). Therefore, we performed comparisons between WT male and WT females for each estrous stage separately, identifying 65 unique genes as significant across the four comparisons (Fig. 2*B*,*C*; Extended Data Table 2-1*B*,*E*). 

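Each stage of the WT cycle was compared with the same 5 WT males. The union of the 4 comparisons was 14 of 16168 genes, with 5 in metestrus, 11 in diestrus, 5 in proestrus and 8 in estrus. An unadjusted p under 0.05 was reached by 759 genes in metestrus, 2626 in diestrus, 609 in proestrus and 1286 in estrus. Without a filter on low counts the union was 35 genes, and with age in weeks in the model it was 6. Diestrus alone had 4234 DEGs with only diestrus mice under 14 weeks and 6897 with only mice from Cnih3 x B6 parents. These 2 sets overlap. Of the 4 WT diestrus mice with such parents, 3 (548, 549 and 569) were under 14 weeks. The choice by parents also left out WT male 19_1.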

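In metestrus and in proestrus the DEGs against WT males were Kdm5d, Ddx3y, Eif2s3y, Uty and Xist. The 8 DEGs of estrus were these 5 and the X-linked Kdm6a (log2 fold change 0.56, SE 0.12, FDR 0.0247), Ddx3x (0.37, SE 0.08, FDR 0.0307) and Jpx (0.46, SE 0.10, FDR 0.0407), of which Jpx was named after the values were seen. The number of DEGs changed to 8, 11, 12 and 52 without WT males 2052, 19_1, 2015 and 1949, and to 8 without WT metestrus mouse 5_1 in metestrus. In proestrus it changed to 8 and 11 without WT males 19_1 and 1949, and to 8 without WT proestrus mouse 5_4, and in estrus to 5 without WT estrus mouse 1_1, and to 15, 115 and 199 without WT males 19_1, 2052 and 1949.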

For metestrus (Met) and proestrus (Pro), and most surprisingly, estrus (Est), we only identified sex chromosomal genes as DEGs (FDR < 0.05) when compared with male. In contrast, we identified 62 significant DEGs in diestrus (Di) compared with male, 57 of which were unique to this stage (eight female-upregulated, 49 male-upregulated; these did not include *Cnih3*, consistent with qPCR reports; H.E. Frye et al., 2021). 

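In diestrus, 3 DEGs were higher and 8 lower than in WT males. The 6 that were DEGs in no other stage were 2 genes higher in diestrus and 4 higher in males. The genes higher in diestrus were 5530601H04Rik (chromosome X, 105037197 to 105079609, log2 fold change 0.51, SE 0.09, FDR 0.00354) and Fxyd6 (chromosome 9, 45370185 to 45396159, 0.70, SE 0.15, FDR 0.0324). Those higher in males were Adpgk (chromosome 9, -1.19, SE 0.24, FDR 0.0176), Cntn2 (chromosome 1, -1.11, SE 0.23, FDR 0.0262), App (chromosome 16, -0.88, SE 0.19, FDR 0.0278) and Chd7 (-0.65, SE 0.14, FDR 0.0374), the last named after the values were seen. Mag, a myelin gene, had a log2 fold change of -1.07 (SE 0.25, FDR 0.0706). For Cnih3 the value was -0.51 (SE 0.21, FDR 0.223).

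None of the 6 kept an FDR under 0.05 with age in weeks in the model, where 5530601H04Rik had 0.0568, Adpgk 0.361 and Cntn2, App and Fxyd6 0.704. edgeR's quasi-likelihood test gave FDRs of 0.562 for Adpgk, 0.593 for Cntn2, 0.540 for App and 0.250 for Fxyd6. The calls depended on single mice. Adpgk had FDRs of 0.294, 0.601 and 0.530 without WT diestrus mouse 548, 549 or 569 and 0.2 without WT male 2018. Cntn2 had 1, 0.999 and 0.997 without those diestrus mice, 0.173 without male 2018 and 0.0828 without male 2052. App had 1, 0.999, 0.997, 0.2 and 0.0865 in the same order. Fxyd6 had 1, 0.999 and 0.997 without those diestrus mice and 0.173 without male 2018. For 5530601H04Rik the FDR was 0.0713, 0.0531 and 0.0653 without those diestrus mice and 0.157 without male 2018. Mag became a DEG without WT diestrus mouse 8_1 (5.43e-05), 380_4 (0.00035) or 2_2 (0.000386) or WT male 19_1 (0.00531), 1949 (0.00393) or 2015 (0.00638).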

Altogether, these findings suggest that the female dorsal hippocampus only diverges to any appreciable extent from males during diestrus.

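The number of diestrus DEGs changed to 5, 6, 7, 2089, 2199 and 2531 without WT diestrus mice 569, 548, 549, 380_4, 2_2 and 8_1, and to 5, 18, 2700, 3336 and 3368 without WT males 2018, 2052, 2015, 1949 and 19_1. With the 3 WT diestrus mice aged 14 weeks or more and the same 5 WT males there were 6 DEGs (400 genes with an unadjusted p under 0.05), and with the 3 under 14 weeks there were 4234. From the DEGs of the 4 stages the paper proposes that the female dorsal hippocampus departs from the male only in diestrus.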

#### Gene expression changes substantially across estrous stages within WT females

We next examined the female samples alone, comparing each estrous stage to each other stage to identify genes significantly fluctuating over the course of the estrous cycle. 

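Over the 6 pairs of WT stages, 4948 of 16168 genes were DEGs in at least 1 pair. With edgeR's quasi-likelihood test in place of limma's the union was 18 genes, the largest move among the alternatives. DESeq2 gave 193 and limma without quality weights 503.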

Strikingly, we identified over 5000 unique DEGs (FDR < 0.05, no logFC threshold) between at least one pair of stages of the 6 combinations possible (Fig. 2*D*,*E*; Extended Data Table 2-1*F–K*). There were no significant DEGs between Met and Est, while the other 5 pairwise comparisons yielded 105–4004 significant DEGs each. 

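Metestrus and estrus differed at 0 genes (705 with an unadjusted p under 0.05), and at 1 without WT metestrus mouse 3_3. The other pairs had 1170 DEGs for metestrus against diestrus, 124 for metestrus against proestrus, 1562 for diestrus against proestrus, 3576 for diestrus against estrus and 1102 for proestrus against estrus. Of these, 267, 113, 1131, 2113 and 253 were higher in the second stage named.

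Each number depended on single mice. For metestrus against diestrus it changed to 0, 0, 0, 4902, 4916 and 4962 without WT diestrus mice 548, 549, 569, 2_2, 380_4 and 8_1, and to 638 without WT metestrus mouse 13_1 (with 1003 to 1071 genes at an unadjusted p under 0.05 where the number was 0). For metestrus against proestrus it changed to 0, 81 and 357 without WT proestrus mice 4_1, 2_3 and 5_4, and to 14, 16, 42 and 461 without WT metestrus mice 13_1, 380_1, 3_3 and 5_1 (with 1695 genes at an unadjusted p under 0.05 where the number was 0), and for diestrus against proestrus it changed to 0, 0, 0, 5034, 5128 and 5215 without WT diestrus mice 548, 549, 569, 380_4, 2_2 and 8_1, and to 396 and 2408 without WT proestrus mice 4_1 and 20_2 (with 1943 to 2012 genes at an unadjusted p under 0.05 where the number was 0). Diestrus against estrus changed to 0, 1, 4, 6594, 6629 and 6643 without WT diestrus mice 549, 569, 548, 2_2, 380_4 and 8_1 (with 2523 genes at an unadjusted p under 0.05 where the number was 0), and proestrus against estrus to 561, 716 and 1686 without WT proestrus mice 4_1, 2_3 and 5_4. Without the 3 WT diestrus mice under 14 weeks, diestrus had 0 DEGs against estrus (1068 genes with an unadjusted p under 0.05).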

Quantitative PCR (qPCR) performed using the RNA from this entire cohort of animals verified large-magnitude changes observed in the sequencing, confirming the accuracy of our sequencing and analysis (Extended Data Fig. 2-4).

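In the sequencing data Otx2 (chromosome 14, 48657677 to 48673819) was at 2.18 ± 1.75 log2 CPM (SD, n = 5) in WT proestrus and -0.53 ± 0.69 (n = 7) in WT estrus, a log2 fold change of 3.16 (SE 0.80, FDR 0.0113). Prlr (chromosome 15, 10177238 to 10349180) was at 2.89 ± 1.00 and 1.55 ± 0.37, a log2 fold change of 1.66 (SE 0.51, FDR 0.0394). Prl (chromosome 13, 27057570 to 27065205) was lower in WT diestrus, at 2.62 ± 2.43 (n = 6), than in WT estrus, at 4.90 ± 0.84, with a log2 fold change of -2.90 (SE 1.06, FDR 0.0420). edgeR gave FDRs of 0.0613 for Otx2, 0.272 for Prlr and 0.299 for Prl in these comparisons, and age in the model gave 0.0769 for Prl.

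The call for Prl was lost without WT diestrus mouse 548 (FDR 0.538), 549 (0.531) or 569 (0.431) or WT estrus mouse 1_1 (0.0610), 3_1 (0.0522) or 5_3 (0.0606). That for Prlr was lost without WT proestrus mouse 2_3 (0.167), 20_2 (0.0743) or 4_1 (0.0764) or WT estrus mouse 2_1 (0.0562), 3_1 (0.0509), 3_2 (0.0533) or 8_3 (0.0530). Otx2 and Prlr followed the mean of 9 choroid plexus genes over the 55 libraries once group means were removed (Pearson r = 0.834 and 0.830, Spearman rho = 0.807 and 0.786, permutation p = 1e-05 for each, adjusted p = 1.67e-05 over 5 relations, r = 0.799 and 0.796 without the 2 libraries farthest from the median), and with that mean in the model their log2 fold changes were 0.59 and -0.13.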

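The DEGs with an absolute log2 fold change over 1.5 were the same 5 genes in all WT comparisons with males, which were Kdm5d, Ddx3y, Eif2s3y, Uty and Xist. Over all 16168 genes the median absolute log2 fold change against WT males was 0.17 in diestrus and 0.11 in estrus.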

Altogether, these findings suggest that male dorsal hippocampal gene expression diverges neither from females overall, nor appreciably from individual estrous stages. Instead, most variability in expression is constrained to females in an estrous stage-dependent manner. Diestrus appears to correspond to the most distinctive transcriptomic state of the dorsal hippocampus in that it is the most distinct from both males and other estrous stages (in terms of DEG) at respectively modest and sprawling scales.

We noted a striking increase in number of DEGs between pairs of estrous stages observed here compared with prior work. To ensure our analysis was consistent with prior studies of estrous effects on WT hippocampal gene expression, we compared our results to available published data. A prior study of WT rat dorsal and ventral hippocampus identified 37 DEGs between proestrus and estrus, validating seven of them by qPCR (Iqbal et al., 2020). Despite species and region/subregion differences between this study and ours, we observed significant DE for three of those seven genes between proestrus and estrus. We confirmed overall patterns of estrous DE by comparing our directions of effect with those of significant DEGs from a prior study of mouse hippocampus (DiCarlo et al., 2017). We noticed relatively limited FDR < 0.05 replication between the current data and that from DiCarlo. We interpreted comparisons in terms of DE significance cautiously, as we could not determine whether the DEGs reported in that study were called with a fold-change minimum, and as the prior study’s results were generated using the DEseq package, which has been shown to be prone to false positives in large/multivariate sequencing analyses (Li et al., 2022), and does not account for genewise variance patterns, in contrast to the limma-voom analysis employed here (Liu et al., 2015). However, when solely comparing directional relationships without statistical thresholds imposed on our data for the two largest gene sets from their data (proestrus > estrus; diestrus < proestrus), 100% of our effect directions were in agreement (Extended Data Fig. 2-1). We therefore attribute the sharp increase in estrous-regulated genes detected here to our analysis strategy’s variance control, sample size, and potentially to differences in use of fold-change thresholds.

#### Gene expression patterns in WT dorsal hippocampus across the estrous cycle

Given the large number of pairwise DEGs identified between different stages of the estrous cycle, we were well-powered to cluster these genes by their rise and fall across the cycle to predict putative biological functions subject to estrous influence in the dorsal hippocampus. Characterization of these patterns resulted in a resource for hypothesis generation concerning sex differences in the dorsal hippocampus, including as a comparator for subsequent expression profiling of *Cnih3* KO. In addition to the provided results from stage-stage comparisons (Extended Data Table 2-1*F–K*), we present a series of gestalt analyses to understand these differences below.

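At an FDR under 0.01, 1844 genes differed between at least 1 pair of WT stages. For each of these genes the stage with the highest and the stage with the lowest of the 4 WT group means was taken.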

To clump genes by their cyclic pattern of expression, we used the *DEGReport* package’s *degPatterns* function in R 4.1.2, and clustered the union of genes significant at an FDR < 0.01 (1700 genes total) from any estrous comparison above. 

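Of the 1844 genes, 191 had their highest WT mean in metestrus, 422 in diestrus, 477 in proestrus and 754 in estrus. The lowest mean was in metestrus for 55 genes, in diestrus for 1149, in proestrus for 113 and in estrus for 527. Diestrus held the highest or lowest mean of 85.2% of them. At an FDR under 0.05, which moved the shares most, this was 79.1% of 4948 genes. The genes were picked by tests between stages. At an FDR under 0.01 diestrus gave 1432 genes against estrus, 330 against proestrus and 116 against metestrus. Proestrus gave 283 against estrus and 2 against metestrus. The share with an extreme in diestrus therefore follows in part from the selection. The highest mean in proestrus and the lowest in diestrus went together in 231 genes at an FDR under 0.01 and in 596 at an FDR under 0.05.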

We identified five gene expression patterns total in WT (Fig. 3*A*; Extended Data Table 3-1*A*), the majority of which fell into clusters corresponding to peak expression in diestrus (cluster 4), trough expression at diestrus (clusters 1 and 2), or peak expression at proestrus (clusters 1 and 3). We next analyzed each cluster’s genes for specific biological pathways using the *Enrichr* tool (E.Y. Chen et al., 2013). *Enrichr* annotations of note for four of these clusters (1–4) highlighted several pertinent aspects of brain and hormonal biology (Extended Data Table 3-1*B*). WT estrous cluster 1, characterized by peak expression in proestrus and trough expression in diestrus (Fig. 3*A*), was enriched for oligodendrocyte marker genes (Fig. 3*B*). 

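The 15 mature oligodendrocyte genes, listed in advance, rose from diestrus to proestrus in WT with a median log2 fold change of 0.92. Between WT diestrus and WT estrus their median log2 fold change was -0.58. In that comparison 9 of them were DEGs, and 9 adjusted over the list alone. The list was lower in diestrus by camera (Benjamini-Hochberg adjusted p = 0.000339 over 65 list tests) and by fry (0.0261).

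**Figure D1:**
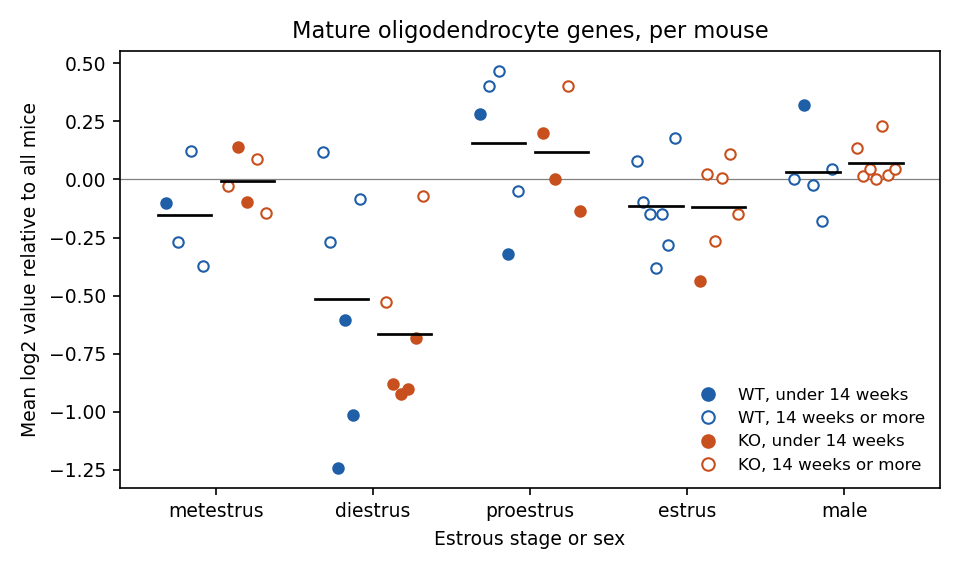
Mean log2 CPM of the 15 mature oligodendrocyte genes relative to all mice (vertical axis) in each mouse by stage or sex and genotype (horizontal axis), 1 point per mouse, filled for mice under 14 weeks, with a line at each group mean. In diestrus the mice under 14 weeks lie below the older ones.

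Within diestrus the mean of the 15 genes was 0.71 log2 units lower in the 7 mice under 14 weeks than in the 5 older ones (exact two-sided permutation test within genotypes over 300 labellings, p = 0.00333, the smallest p it allows).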

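Gal3st1 (chromosome 11, 3983636 to 3999326) was at 2.09 ± 0.44 log2 CPM (SD, n = 6) in WT diestrus, 2.50 ± 0.47 (n = 4) in metestrus, 2.52 ± 0.22 (n = 7) in estrus and 3.14 ± 0.27 (n = 5) in proestrus. It was a DEG in 4 of 6 pairs of WT stages. The log2 fold change was -1.23 (SE 0.21, FDR 0.000452) for diestrus against proestrus, -0.58 (SE 0.19, FDR 0.0273) for diestrus against estrus, 0.65 (SE 0.16, FDR 0.00942) for proestrus against estrus and -0.71 (SE 0.18, FDR 0.0346) for metestrus against proestrus. It was 0.52 (FDR 0.108) for metestrus against diestrus and -0.06 (FDR 0.995) for metestrus against estrus.

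With edgeR's test the FDRs of the 4 pairs were 0.0611, 0.266, 0.165 and 0.604, and the log2 fold change for metestrus against estrus changed sign to 0.02. With age in the model the FDR for diestrus against estrus was 0.0743. Diestrus against proestrus lost its call without WT diestrus mouse 548 (FDR 0.0590), 549 (0.0531) or 569 (0.0616). Diestrus against estrus lost it without those mice (0.425, 0.428 and 0.407) or without WT estrus mouse 1_1 or 2_1 (0.0519 for each). Proestrus against estrus lost it without WT proestrus mouse 4_1 (0.0667). Metestrus against proestrus lost it without mouse 4_1 (0.230) or WT metestrus mouse 3_3 (0.0763) or 380_1 (0.159). Metestrus against diestrus gained a call without WT metestrus mouse 380_1 (0.0385) or WT diestrus mouse 2_2 (0.0159), 380_4 (0.0139) or 8_1 (0.0130). Without mouse 380_1 the log2 fold change for metestrus against estrus was 0.11.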

(Indeed, 4/6 of the stagewise comparisons above showed differential expression of *Gal3st1*, whose protein product sulfonates carbohydrates in sphingolipids to produce sulfatide, a major component of myelin). Cluster 2, also characterized by trough expression in diestrus but with estrus-metestrus peak expression, showed enrichment for genes in “early estrogen response,” calcium signaling, glutamate receptor signaling, and axon guidance, as well as strong enrichment for inhibitory interneuron subtypes, glycinergic neurons, and all classes of glia, and finally regional enrichment for the molecular layer of the dentate gyrus (Fig. 3*A*,*C*). By contrast, WT estrous cluster 3, with peak expression across diestrus and proestrus, was enriched for protein interactors of estrogen receptor *Esr1* with only weak enrichment for dopaminergic, glycinergic, and subtype-nonspecific neuron markers (Extended Data Table 3-1*B*). Finally, cluster 4, representing genes sharply peaking in diestrus, was strongly enriched for *Sncg*+ neurons and hippocampal CA3 neurons from Allen Brain Atlas single-cell RNA-seq. Cluster four was also enriched for genes upregulated by knock-down of *RELA*, *Neurod1*, or *Mecp2*, or by overexpression of *Neurog3* (Extended Data Table 3-1*B*). As some of these TFs are known regulators of neuronal gene expression, this suggests neuronal gene expression is disproportionately altered in this cyclic manner. Reassuringly, the pathway analyses highlight CNS pathways and cell types, rather than those of other tissues, consistent with a bona fide estrous cycle impact on the brain. These findings highlight higher-order biological changes in the dorsal hippocampus occurring at different stages in the estrous cycle.

**Figure 3.**
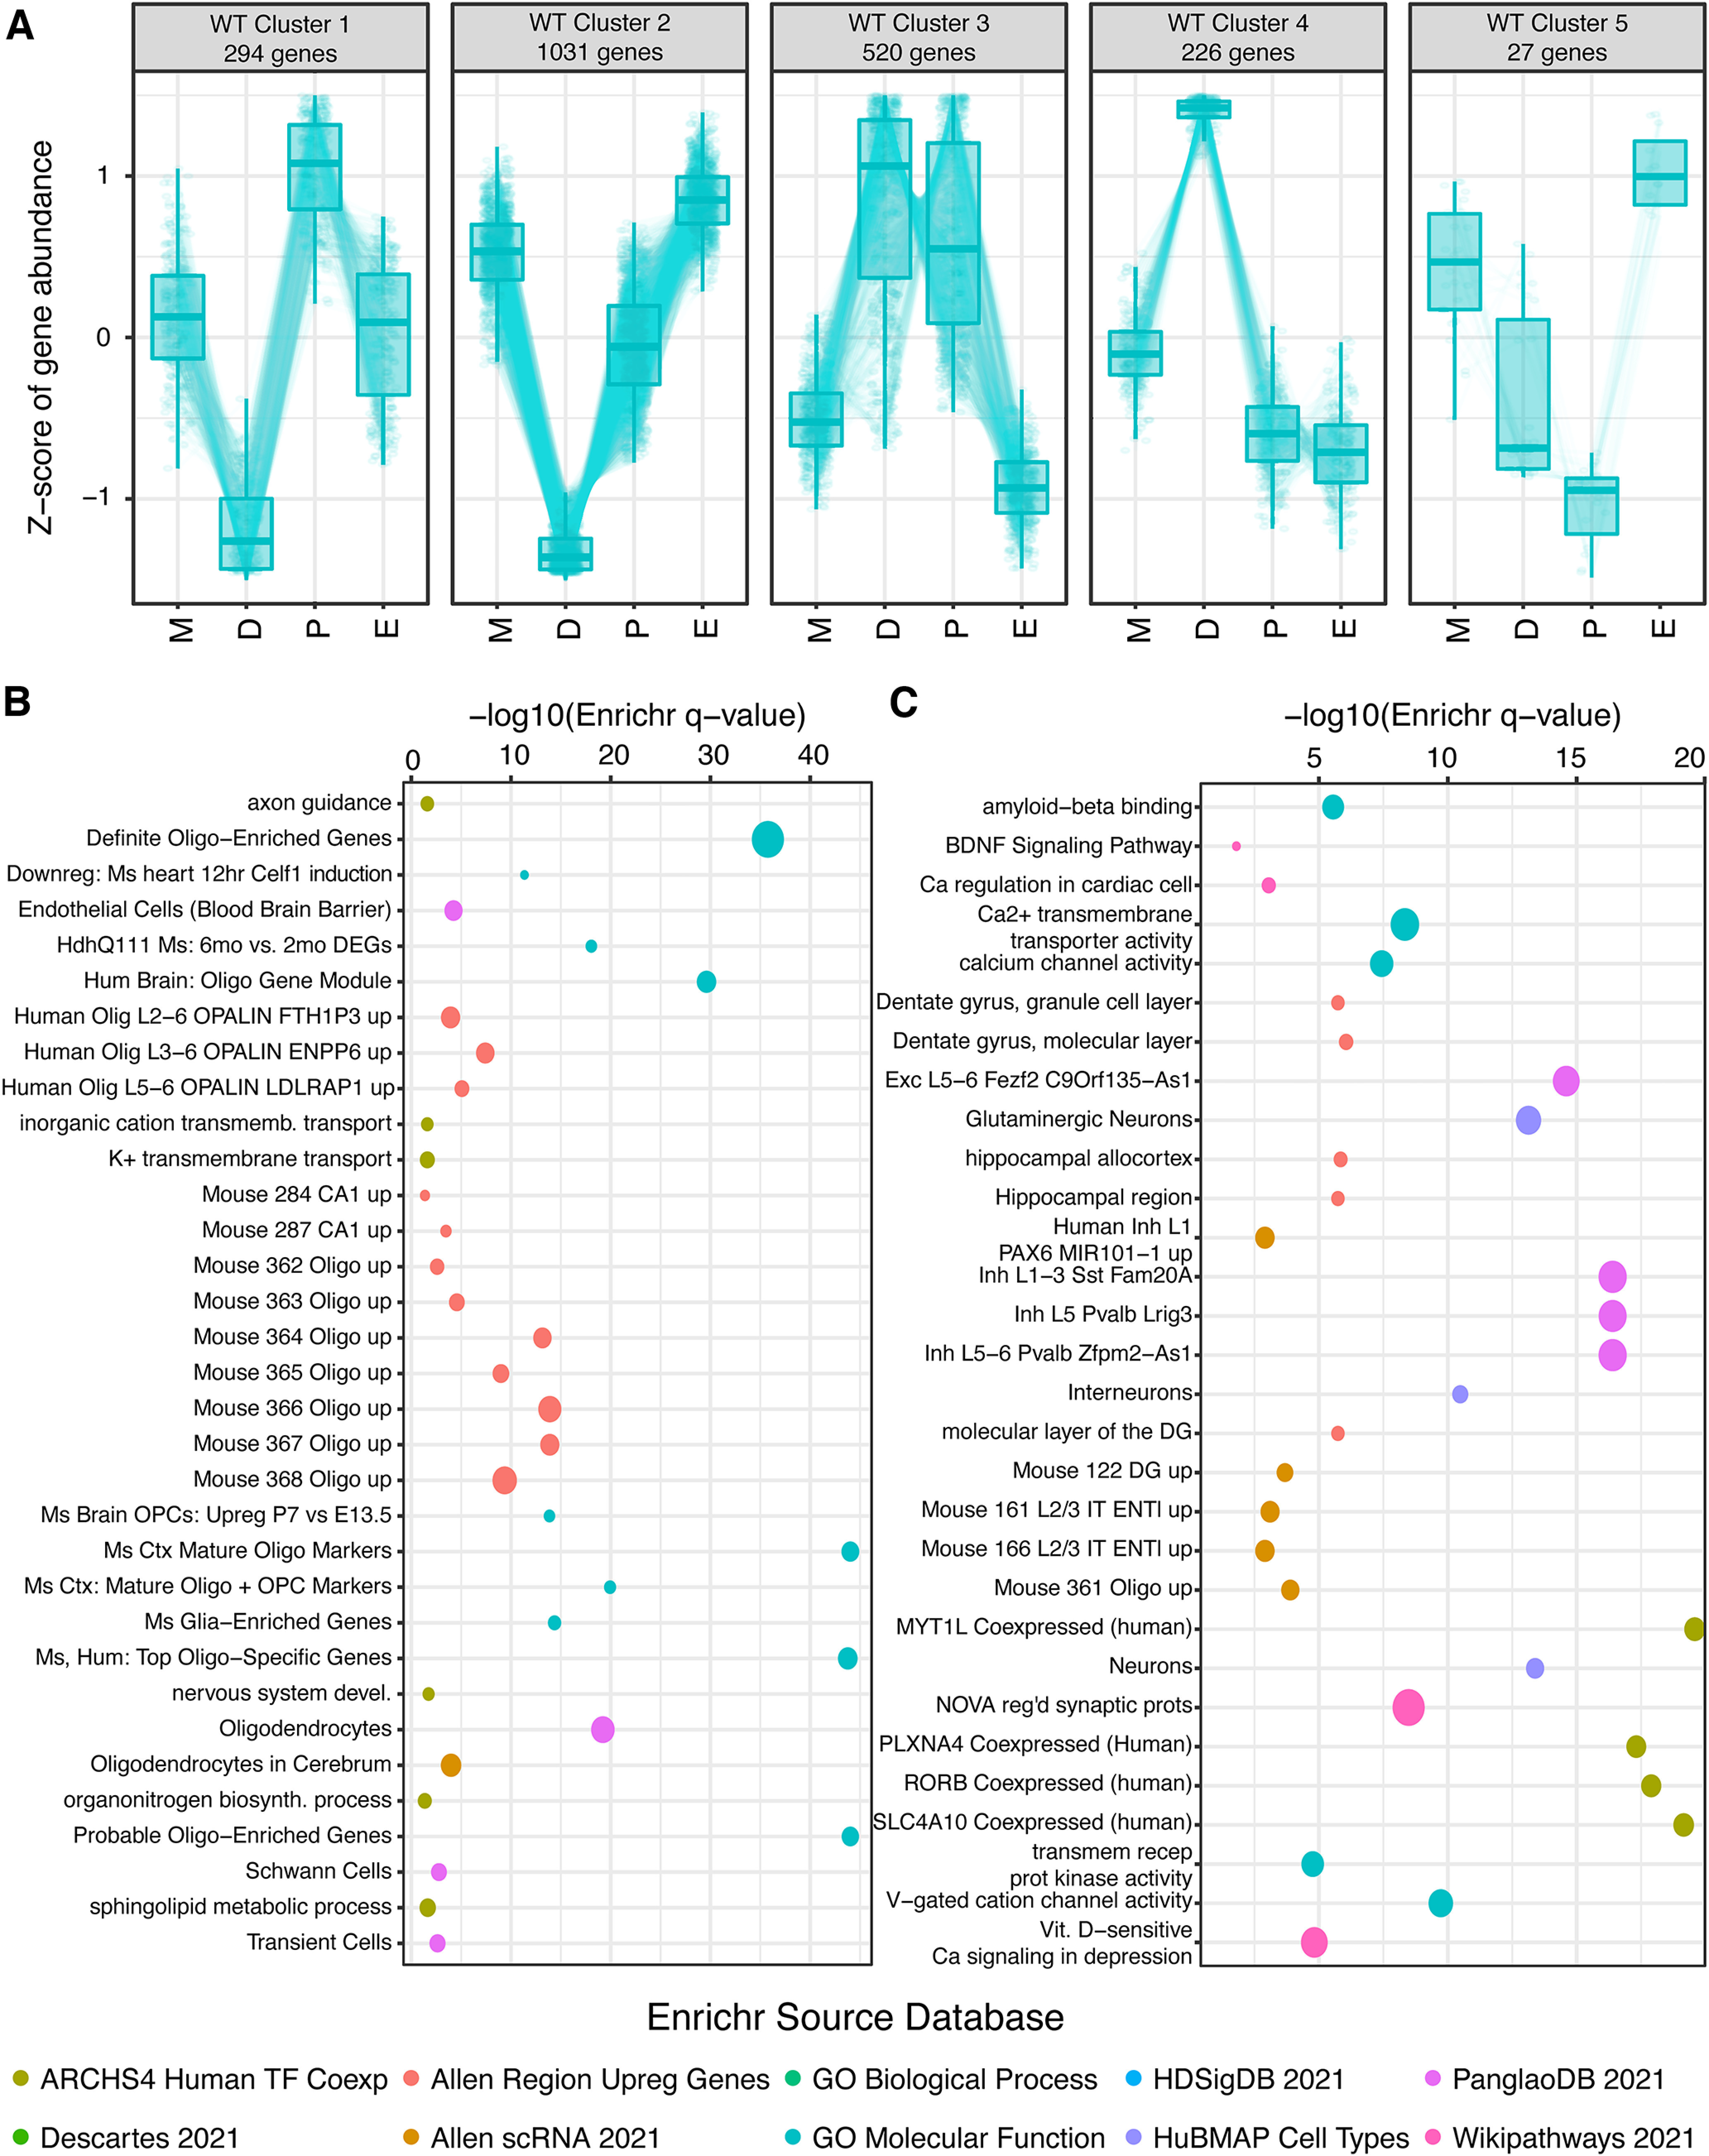
Wild-type female cyclic hippocampal gene expression patterns across estrous. ***A***, Patterning analysis of gene expression for DEGs between any pair of stages at FDR < 0.01 identifies five clusters of expression fluctuation across the estrous cycle. ***B***, Selected Enrichr analysis results for cluster 1 from panel ***A***. Specific terms are highlighted in the plot, all with log odds ratio (OR) of the cluster gene set >2.5, all enrichment (uncorrected) *p*-values < 0.05, with more than or equal to eight genes from the cluster included in the enriched annotation term. Point colors indicate which Enrichr dataset each term comes from, while point sizes are scaled to the log OR. ***C***, Selected Enrichr analysis results for cluster 2 from panel ***A***. All terms meet the same filtering criteria as in panel ***B***. Gene-to-cluster assignments and complete Enrichr results are given in Extended Data Table 3-1.

10.1523/ENEURO.0153-22.2023.tab3-1 Extended Data Table 3-1 Wild-type estrous gene cycling patterns and pattern annotations. ***A***, Pattern assignment of genes DE between any two estrous stages in WT at an FDR < 0.01. ***B***, Enrichr analysis results for each gene set defined in sheet ***A***, with all enrichments achieving at least nominal significance with an enrichment log OR > 2.5 and at least 8 DEGs overlapping those of the enriched term. Highlighted rows indicate term enrichments meeting these thresholds. Results for each gene set only are reported for Enrichr databases with nominally significant enrichment of at least one term of potential nervous system or endocrine implications. Download Table 3-1, XLS file.

### *Cnih3* knock-out effects on dorsal hippocampus

We first examined KO and WT *Cnih3* sequencing alignments to confirm that *Cnih3* exon four was indeed absent, as expected for this mouse line (Extended Data Figs. 4-1, 4-2). This mutation induces a frameshift and thus predicted loss of function in *Cnih3*. 

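Cnih3 lies on chromosome 1 of GRCm38 from 181352628 to 181460641 on the plus strand. Counts per gene do not separate its exons, so the missing exon cannot be seen in them. Cnih3 had 41.1 ± 11.0 CPM (SD, n = 27 mice) in WT and 32.5 ± 6.43 CPM (SD, n = 28) in KO, with 818 to 3234 counts per WT library and 1024 to 2690 per KO library. The geometric mean in KO was 80.3% of that in WT (two-sided permutation test of log2 CPM, p = 0.00107). Across the groups the KO mean was lower by 0.27 to 0.39 log2 units, and only in estrus did an exact two-sided permutation test fall under 0.05 (p = 0.0169).

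**Figure D2:**
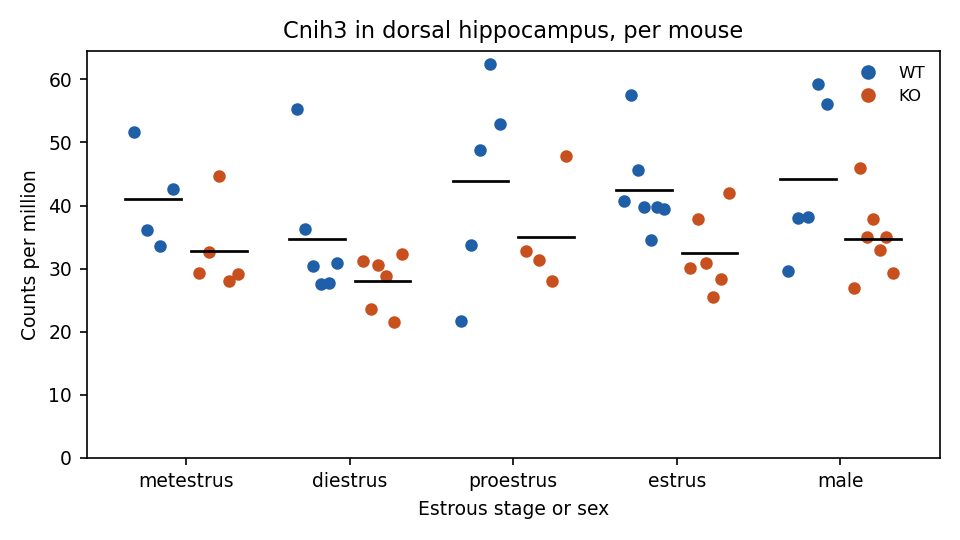
Cnih3 CPM (vertical axis) in each mouse by stage or sex and genotype (horizontal axis), 1 point per mouse, with a line at each group mean. The KO mice lie between 21.6 and 47.8 CPM and the WT mice between 21.6 and 62.5 CPM.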

Subsequently, we examined expression of all genes for the KO mice in the same series of approaches as for WT above, which are on the whole presented in a similar structure to those above for sake of comparability. We then performed KO versus WT comparisons for each sex/estrous stage, and finally, we describe the overall key patterns of transcriptomic alterations identified in the *Cnih3* KO dorsal hippocampus.

#### Gene expression differences between *Cnih3* KO males and females are subtle but far outnumber WT sex differences

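Between KO females and KO males 959 of 16168 genes were DEGs, 339 higher and 620 lower in females. edgeR gave 47, limma without quality weights 93 and DESeq2 173. The largest move among the alternatives came from age in weeks as a term of the model, with 23. The number changed to 94, 291 and 468 without KO males 2591, 2589 and 2016. With 5 of the 7 KO males drawn, to match the number of WT males, the median over the 21 subsets was 409 (range 32 to 1755). The test of whether the female-male difference itself differed between genotypes had 0 genes under an FDR of 0.05 (490 with an unadjusted p under 0.05) and 3 without WT male 1949.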

*Cnih3* KO males (*n* = 7) and females (all estrous stages considered jointly, *n* = 21) showed much starker differential expression in the dorsal hippocampus, with 849 genes detected as differentially expressed at FDR < 0.05 (Fig. 4*A*; Extended Data Table 4-1*A*). Notably, only 18.6% of these genes had an absolute logFC exceeding 0.5, suggesting the vast majority of estrous-nonspecific, sex-differential expression in the *Cnih3* KO dorsal hippocampus remains subtle in nature. By contrast, two autosomal genes showed large, FDR-significant sex effects with a logFC of > 1.5: perilipin 4 (*Plin4*) and prolactin (*Prl*), the latter having only achieved nominal significance in WT male-female DE analysis. 

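Of the 959 DEGs, 174 (18.1%) had an absolute log2 fold change over 0.5. The median absolute log2 fold change of the 959 was 0.31.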

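Absolute log2 fold changes over 1.5 were found for 7 DEGs, the 4 Y-linked genes, Xist, Plin4 and Prl. Plin4 (chromosome 17, 56100591 to 56109803) had a log2 fold change of 1.61 (SE 0.47, FDR 0.0303). It was at -0.47 ± 0.67 log2 CPM (SD, n = 7) in KO males and at 0.66 ± 0.76 (n = 6) in KO diestrus, 0.39 ± 0.26 (n = 5) in metestrus, 0.91 ± 1.71 (n = 4) in proestrus and 0.92 ± 0.67 (n = 6) in estrus. Prl had a log2 fold change of 4.76 (SE 1.24, FDR 0.0159), from 0.35 ± 1.84 (n = 7) in KO males to between 3.39 ± 2.10 (n = 6) in diestrus and 5.89 ± 0.95 (n = 4) in proestrus. In WT the values were 0.51 (SE 0.58, FDR 1) for Plin4 and 2.52 (SE 1.33, unadjusted p = 0.0640 in limma, FDR 1) for Prl.

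The FDR of Plin4 was 0.131 in edgeR and 0.277 with age in the model. Without KO proestrus mouse 12_4 or 12_5 it was 0.0672 or 0.0706, and without KO male 2016, 2589 or 2591 it was 0.0927, 0.142 or 0.229. For Prl the FDR was 0.122 with age in the model, 0.0573 without KO male 2589 and 0.106 without KO male 2591. Over the 55 libraries, with group means removed, Prl followed the pituitary gene Gh (Pearson r = 0.938, permutation p = 1e-05, and Spearman rho = 0.932, p = 1e-05, adjusted p = 1.67e-05 for both over 5 relations, r = 0.925 without the 2 libraries farthest from the median).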

Quantitative PCR (qPCR) performed using the RNA from this entire cohort of animals confirmed large-magnitude differential expression between several pairs of stages and between the sexes in KO mice, including for *Prl* (Extended Data Fig. 2-4).

**Figure 4.**
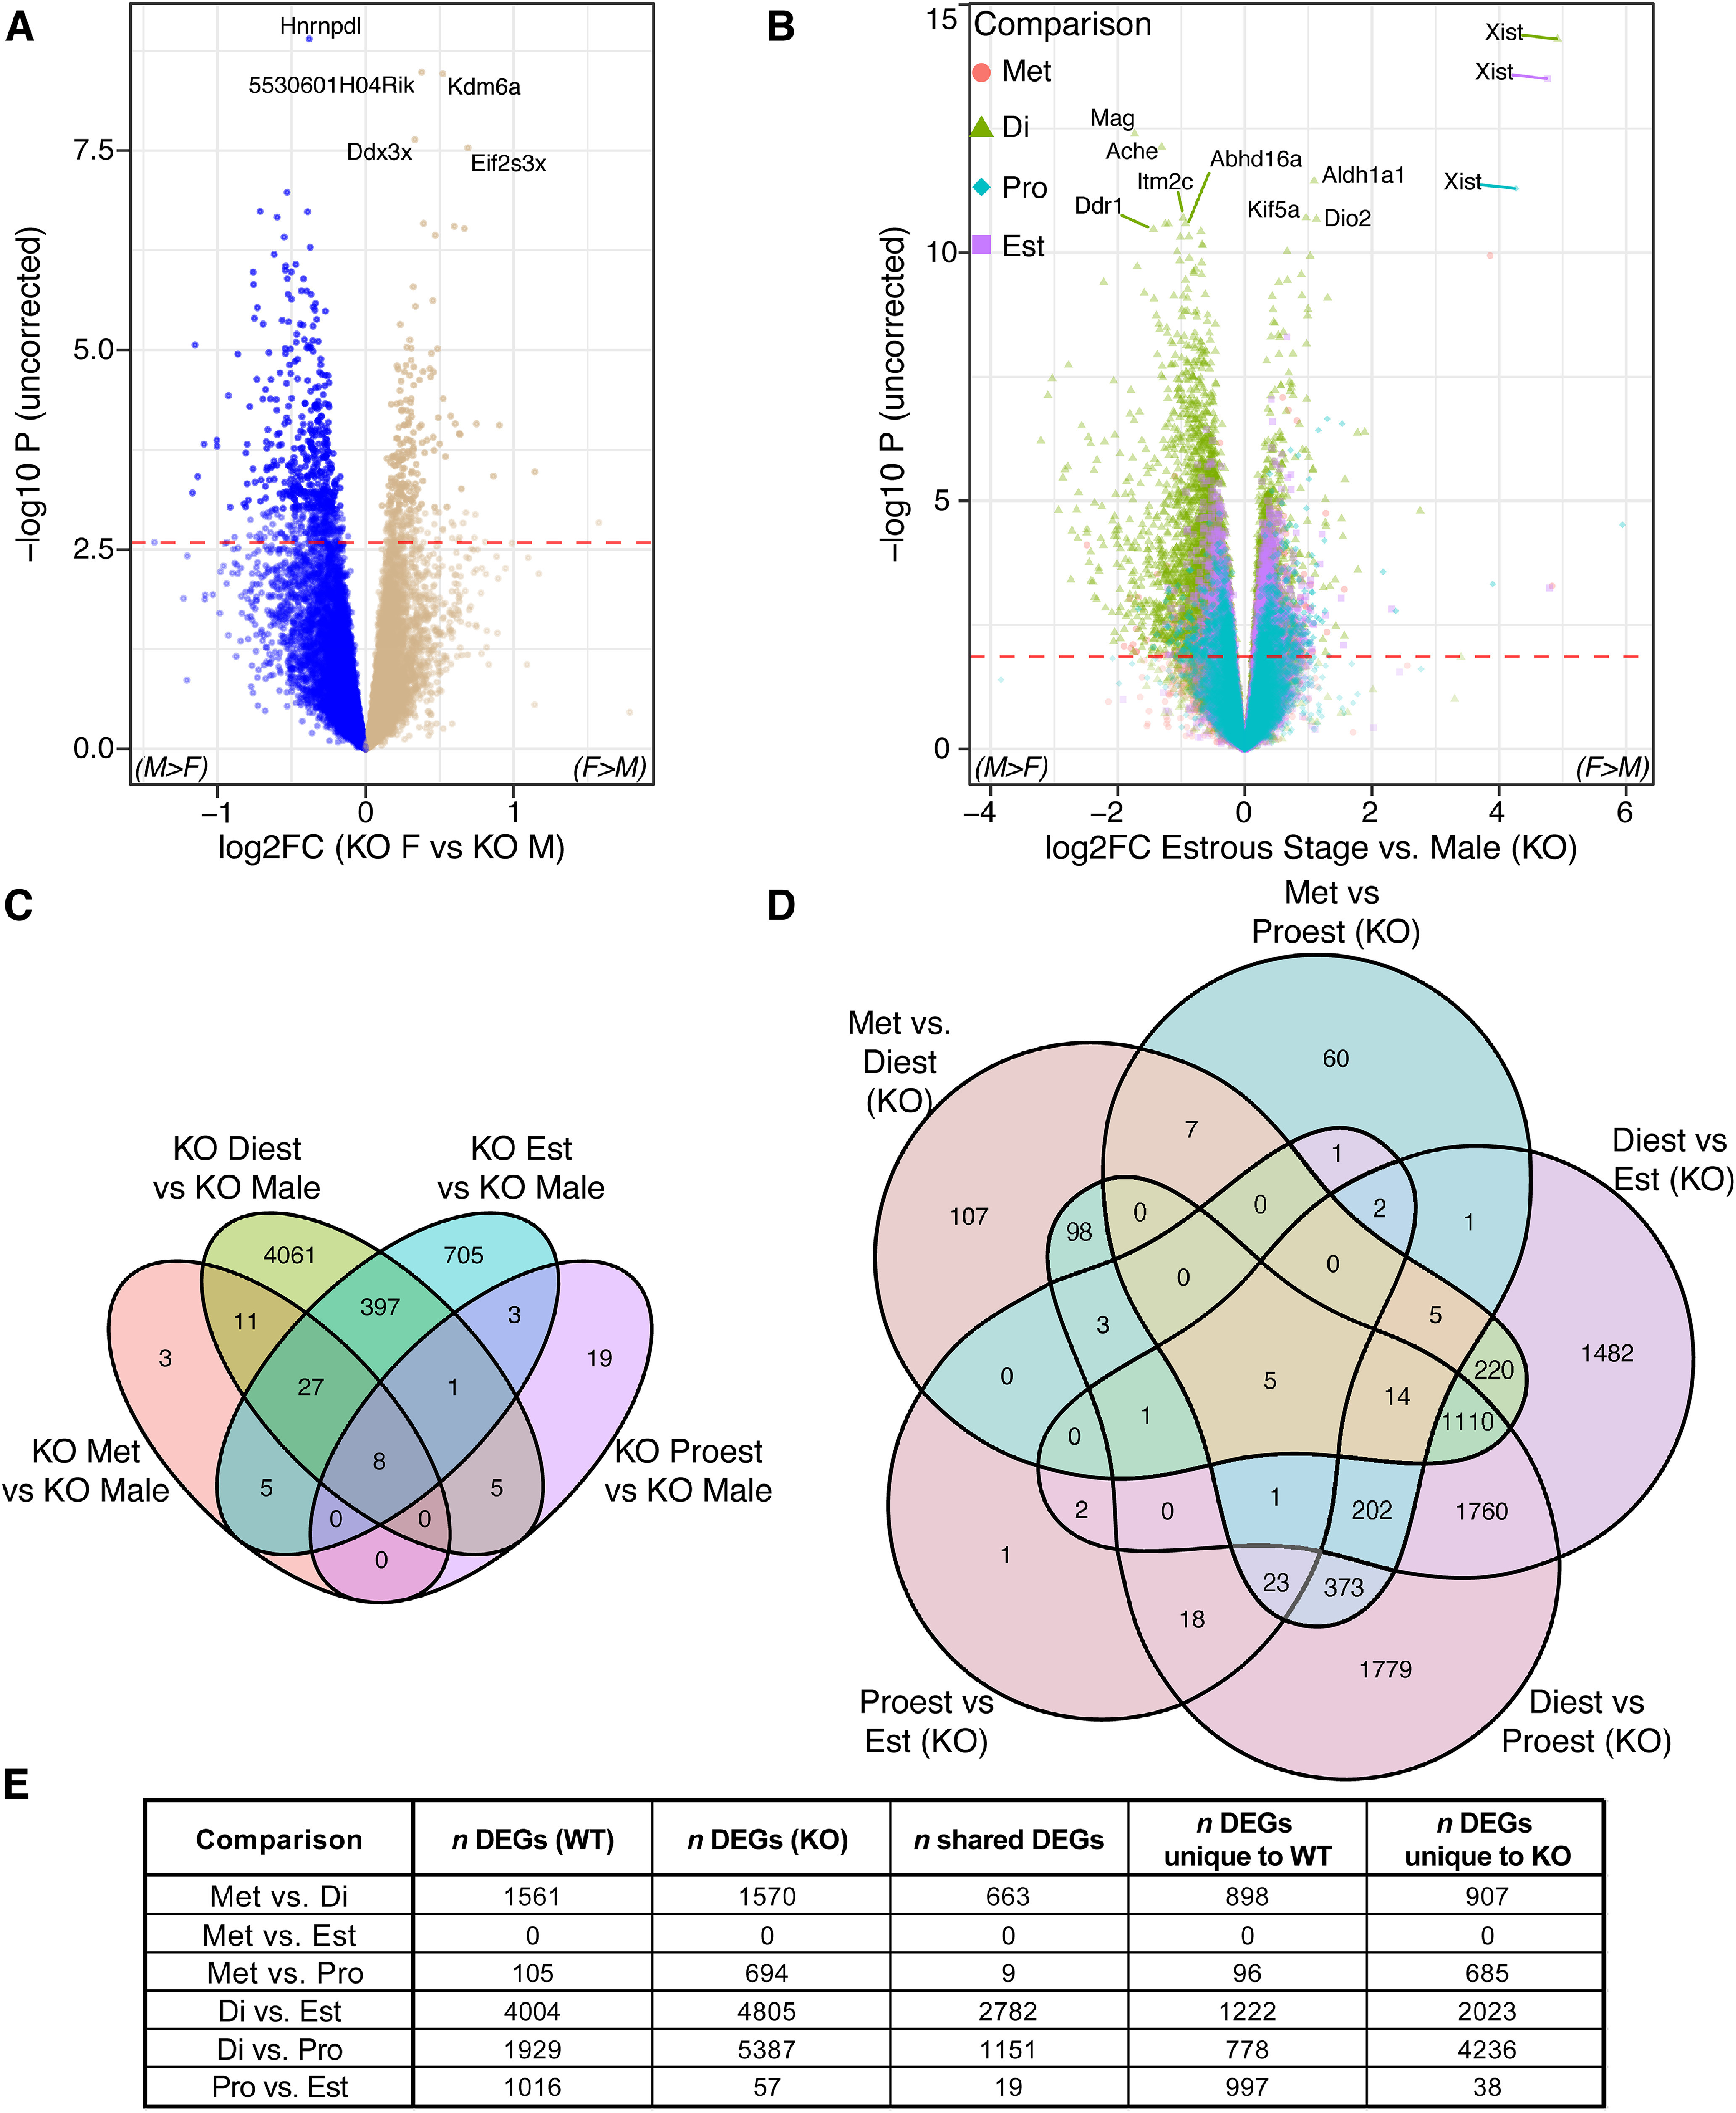
*Cnih3* knock-out hippocampal transcriptome shows greater differences between sexes and estrous stages. The knock-out effect on *Cnih3* exons shown in Extended Data Figures 4-1 and 4-2 confirmed the KO genotype for all assessed mice. ***A***, At the level of males compared with all females, the *Cnih3* knock-out line shows a substantial increase in the number of significant DEGs compared with WT (Fig. 2*A*). ***B***, A joint volcano of differential expression analysis results for each KO estrous stage compared with KO males. The largest magnitude differences in gene expression are between diestrus and males, consistent with the WT pattern of diestrus constituting the most distinct transcriptional state. ***C***, Likewise, the greatest number of DEGs between males and an estrous stage are found at diestrus, as shown in the Venn diagram of significant genes from the comparisons in panel ***B***. ***D***, Diestrus is likewise the most distinctive transcriptional state within *Cnih3* KO females, illustrated in a Venn of genes significantly DE between any two stages, where the preponderance of stage-pair-specific DEGs correspond to a diestrus comparison. ***E***, Table summarizing estrous stage-stage comparisons in WT and KO by number of total DEGs in each genotype and number of shared DEGs across the two genotypes for each stagewise comparison. Full RNA-seq analysis results for comparisons in panels ***A–D*** are included in Extended Data Table 4-1. *Limma* adjusted RNA-seq log2(CPM) values after low-expression filtering are in Extended Data Table 4-2 for the entire cohort of WT and KO mice.

10.1523/ENEURO.0153-22.2023.f4-1 Extended Data Figure 4-1 *Cnih3* RNA-seq read coverage in each analyzed sample. ***A***, Coverage in WT samples. ***B***, Coverage in KO samples. Download Figure 4-1, TIF file.

10.1523/ENEURO.0153-22.2023.f4-2 Extended Data Figure 4-2 *Cnih3* read coverage recapitulates the KO strain loss of exon 4 previously reported. Higher zoom of the exon 4 region of *Cnih3* is shown for (***A***) WT samples and (***C***) KO samples, with the *Cnih3* gene track and corresponding information on exon 4 shown in between (***B***). Download Figure 4-2, TIF file.

10.1523/ENEURO.0153-22.2023.tab4-1 Extended Data Table 4-1 *Cnih3* KO mouse differential expression contrast results, number of DEGs and degree of DEG overlap between KO and corresponding WT contrasts, and re-clustering assignments of estrous cycling genes from WT clusters 1 and 3. ***A–K***, Sheets are named according to the contrast performed and cover all genes analyzed as described in Materials and Methods. Highlighted rows indicate genes we considered DE (FDR < 0.05). ***L***, Table summarizing estrous stage-stage comparisons in WT and KO by number of total DEGs in each genotype and number of shared DEGs across the two genotypes for each stagewise comparison. ***M***, Gene clustering reassignment of those genes from WT clusters 1 and 3 when also including KO data as a second set of data points. *Orig.WT.Clust* indicates the parent cluster (i.e., from Extended Data Table 3-1*A*), while *joint.WT.KO.subcluster* indicates the subcluster that resulted (i.e., as shown in Fig. 5*C*,*D*). These are the same indexing values used to describe subclusters in the main text/figures (e.g., subcluster 1.3 has column values of Orig.Wt.Clust as 1, joint.WT.KO.subcluster as 3). ***N***, Enrichr results for the union of genes in subclusters 1.2 and 1.4 or in the union of subclusters 3.3, 3.5, and 3.7. Results for each gene set only are reported for Enrichr databases with nominally significant enrichment of at least one term of potential nervous system or endocrine implications driven by more than or equal to five DEGs and with an enrichment log OR > 2.5. Enrichments meeting these criteria are highlighted in the table. Download Table 4-1, XLS file.

10.1523/ENEURO.0153-22.2023.tab4-2 Extended Data Table 4-2 Samplewise expression data for filter-passing genes. Moderated log2 counts per million (CPM) values for all samples analyzed in the study. These values are the values used for generation of plots using expression/Z-scored expression (e.g., expression clusters). Download Table 4-2, XLS file.

Considering the estrous stage-specific sex differences in behavior and dorsal hippocampal architecture previously described in *Cnih3* KO mice (H.E. Frye et al., 2021), we also examined males compared with each stage of the estrous cycle independently (Fig. 4*B*; Extended Data Table 4-1*B–E*). Here, we also detected a far greater number of DEGs compared with the same approach in WT: an 80-fold greater number of unique DEGs across the four KO comparisons, totaling 5245, compared with the 65 from the four contrasts in WT. 

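Over the 4 stages 5432 genes were DEGs against KO males, compared with 14 against WT males, a ratio of 388. The ratio was 83 with edgeR (913 and 11 genes), 90.2 with DESeq2 (1443 and 16), 125 with limma without quality weights (1128 and 9), 79.7 without a filter on low counts (2791 and 35) and 257 with age in the model (1540 and 6).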

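Against KO males there were 58 DEGs in metestrus, 4635 in diestrus, 51 in proestrus and 1239 in estrus. Of these 34, 1726, 31 and 699 were higher in females. edgeR gave 813 in diestrus and 164 in estrus. The 3 smallest FDRs of autosomal genes in diestrus were those of Mag (log2 fold change -1.74, SE 0.18, FDR 8.11e-10), Ache (-1.33, SE 0.14, FDR 9.84e-10) and Aldh1a1 (1.09, SE 0.12, FDR 4.71e-09). The number of DEGs in metestrus changed to 13, 19 and 102 without KO males 2591, 2589 and 1950, and to 15, 26, 36, 99 and 126 without KO metestrus mice 14_4, 11_1, 10_1, 7_2 and 6_1, in proestrus to 8, 11 and 147 without KO proestrus mice 12_5, 12_4 and 14_1, and to 11, 12, 13, 123, 132, 235 and 332 without KO males 2589, 2591, 2016, 1950, 2590, 2128 and 2129 and in estrus to 217, 35.6% of this number and 42.5% of this number without KO estrus mice 12_2, 12_3 and 9_1, and to 308, 750 and 772 without KO males 2591, 2589 and 2016. In diestrus no single mouse moved it beyond 3414 to 4960.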

The overall distribution of DE events was similar to WT, albeit on a much larger scale, with 54, 4510, 36, and 1146 DEGs for Met, Di, Pro, and Est, respectively, compared with males (Fig. 4*C*,*D*). Likewise, the number of high-magnitude (log FC > 1.5) DE events for Di versus males totaled 145 in KO, versus six in WT. 

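In diestrus 148 DEGs against KO males had an absolute log2 fold change over 1.5, compared with 5 against WT males. Dio2, which encodes a deiodinase, had a log2 fold change of 1.13 (SE 0.13, FDR 2.06e-08) in KO and 0.24 (SE 0.20, FDR 0.523) in WT.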

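The interaction of genotype with the difference between diestrus and males had 0 genes under an FDR of 0.05 (694 with an unadjusted p under 0.05), and that for estrus had 0 (394). The first changed to 3, 3 and 4 without WT males 1949, 19_1 and 2015, and to 9, 11 and 30 without WT diestrus mice 549, 569 and 548. With diestrus mice of 14 weeks or more only, KO diestrus had 7 DEGs against KO males (1482 with an unadjusted p under 0.05). With those under 14 weeks only, there were 5703 in KO and 4234 in WT, 2694 of them shared and 2690 in the same direction. In 5 KO males drawn from the 7, the median over 21 subsets was 3862 (range 2910 to 5048) in diestrus and 763 (range 16 to 1542) in estrus.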

Altogether, these findings suggest that *Cnih3* knock-out accentuates sex-differential gene expression in both a global and estrous stage-specific manner.

#### *Cnih3* KO females retain WT estrous expression patterns outside of small sets of proestrus-stimulated genes

As in our WT data, we then performed pairwise comparisons of estrous stages in the *Cnih3* KO samples (Extended Data Table 4-1*F–K*). On the whole, these differential expression sets were comparable in size, with the exception of substantial increases in the number of FDR significant DEGs between Di-Pro and Di-Est for KO relative to WT (increases of ∼3400 and ∼800 genes, respectively; Fig. 4*E*). 

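Among KO stages there were 1689 DEGs for metestrus against diestrus, 706 for metestrus against proestrus, 0 for metestrus against estrus (1367 with an unadjusted p under 0.05), 5550 for diestrus against proestrus, 4962 for diestrus against estrus and 82 for proestrus against estrus. The excess over WT was 3988 genes for diestrus against proestrus and 1386 for diestrus against estrus. With edgeR these excesses were 1352 and 12, and with age in the model 3981 and 920. For diestrus against estrus the order reversed on ComBat-seq counts, chosen after the data were seen, with 1220 DEGs in WT and 840 in KO. It also reversed without quality weights, without a filter on low counts and with only diestrus mice under 14 weeks.

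The number of DEGs for metestrus against diestrus changed to 667, 867 and 944 without KO diestrus mice 532, 645 and 643, and to 1115 without KO metestrus mouse 6_1, and for metestrus against proestrus to 1, 114 and 233 without KO proestrus mice 12_4, 12_5 and 14_2, and to 4, 165, 50.9% of this number and 1098 without KO metestrus mice 10_1, 14_4, 11_1 and 6_1. Diestrus against proestrus changed to 3225 and 3627 without KO proestrus mice 12_4 and 12_5, diestrus against estrus to 2664 and 2747 without KO estrus mice 12_2 and 9_1, and to 3029 without KO diestrus mouse 532 and proestrus against estrus to 3, 10, 27, 177 and 306 without KO estrus mice 12_3, 12_2, 12_1, 2593 and 8_4, and to 3, 9 and 27 without KO proestrus mice 12_4, 14_1 and 14_2.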

Despite the similar gene set *sizes,* the DEGs between the WT and KO comparisons were only ∼40–50% shared (Fig. 4*E*), additionally suggesting perturbations to ordinary estrous cycle gene expression.

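The DEGs found in both genotypes were 582 for metestrus against diestrus (49.7% of the WT and 34.5% of the KO DEGs), 11 for metestrus against proestrus (8.87% and 1.56%), 998 for diestrus against proestrus (63.9% and 18.0%), 2597 for diestrus against estrus (72.6% and 52.3%) and 26 for proestrus against estrus (2.36% and 31.7%). Over all 16168 genes the log2 fold changes of WT and KO correlated across genes at r = 0.672, 0.140, 0.659, 0.793 and 0.198 in the same order, though genes are not independent replicates.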

To clarify whether the broad-scale cyclic patterns of gene expression across the estrous cycle we identified in WT above were intact in *Cnih3* KO mice, we Z-scored the KO expression levels of the same genes and overlaid them into the WT clustering space to compare their cyclic expression to WT (Fig. 5*A*). 

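Of the 1844 genes that differed between WT stages at an FDR under 0.01, 57.6% had their highest KO mean in the same stage as in WT and 77.2% their lowest. In KO the highest mean was in metestrus for 183, diestrus for 358, proestrus for 651 and estrus for 652, and the lowest in diestrus for 1219. At an FDR under 0.05 the shares were 56.7% and 67.0% of 4948 genes.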

While many clustering patterns seemed to be generally retained, if sometimes with larger gene-set level variance in KO, there were notable discrepancies between WT and KO cycling patterns for clusters 1 and 3, two clusters defined by genes with peak expression in proestrus.

**Figure 5.**
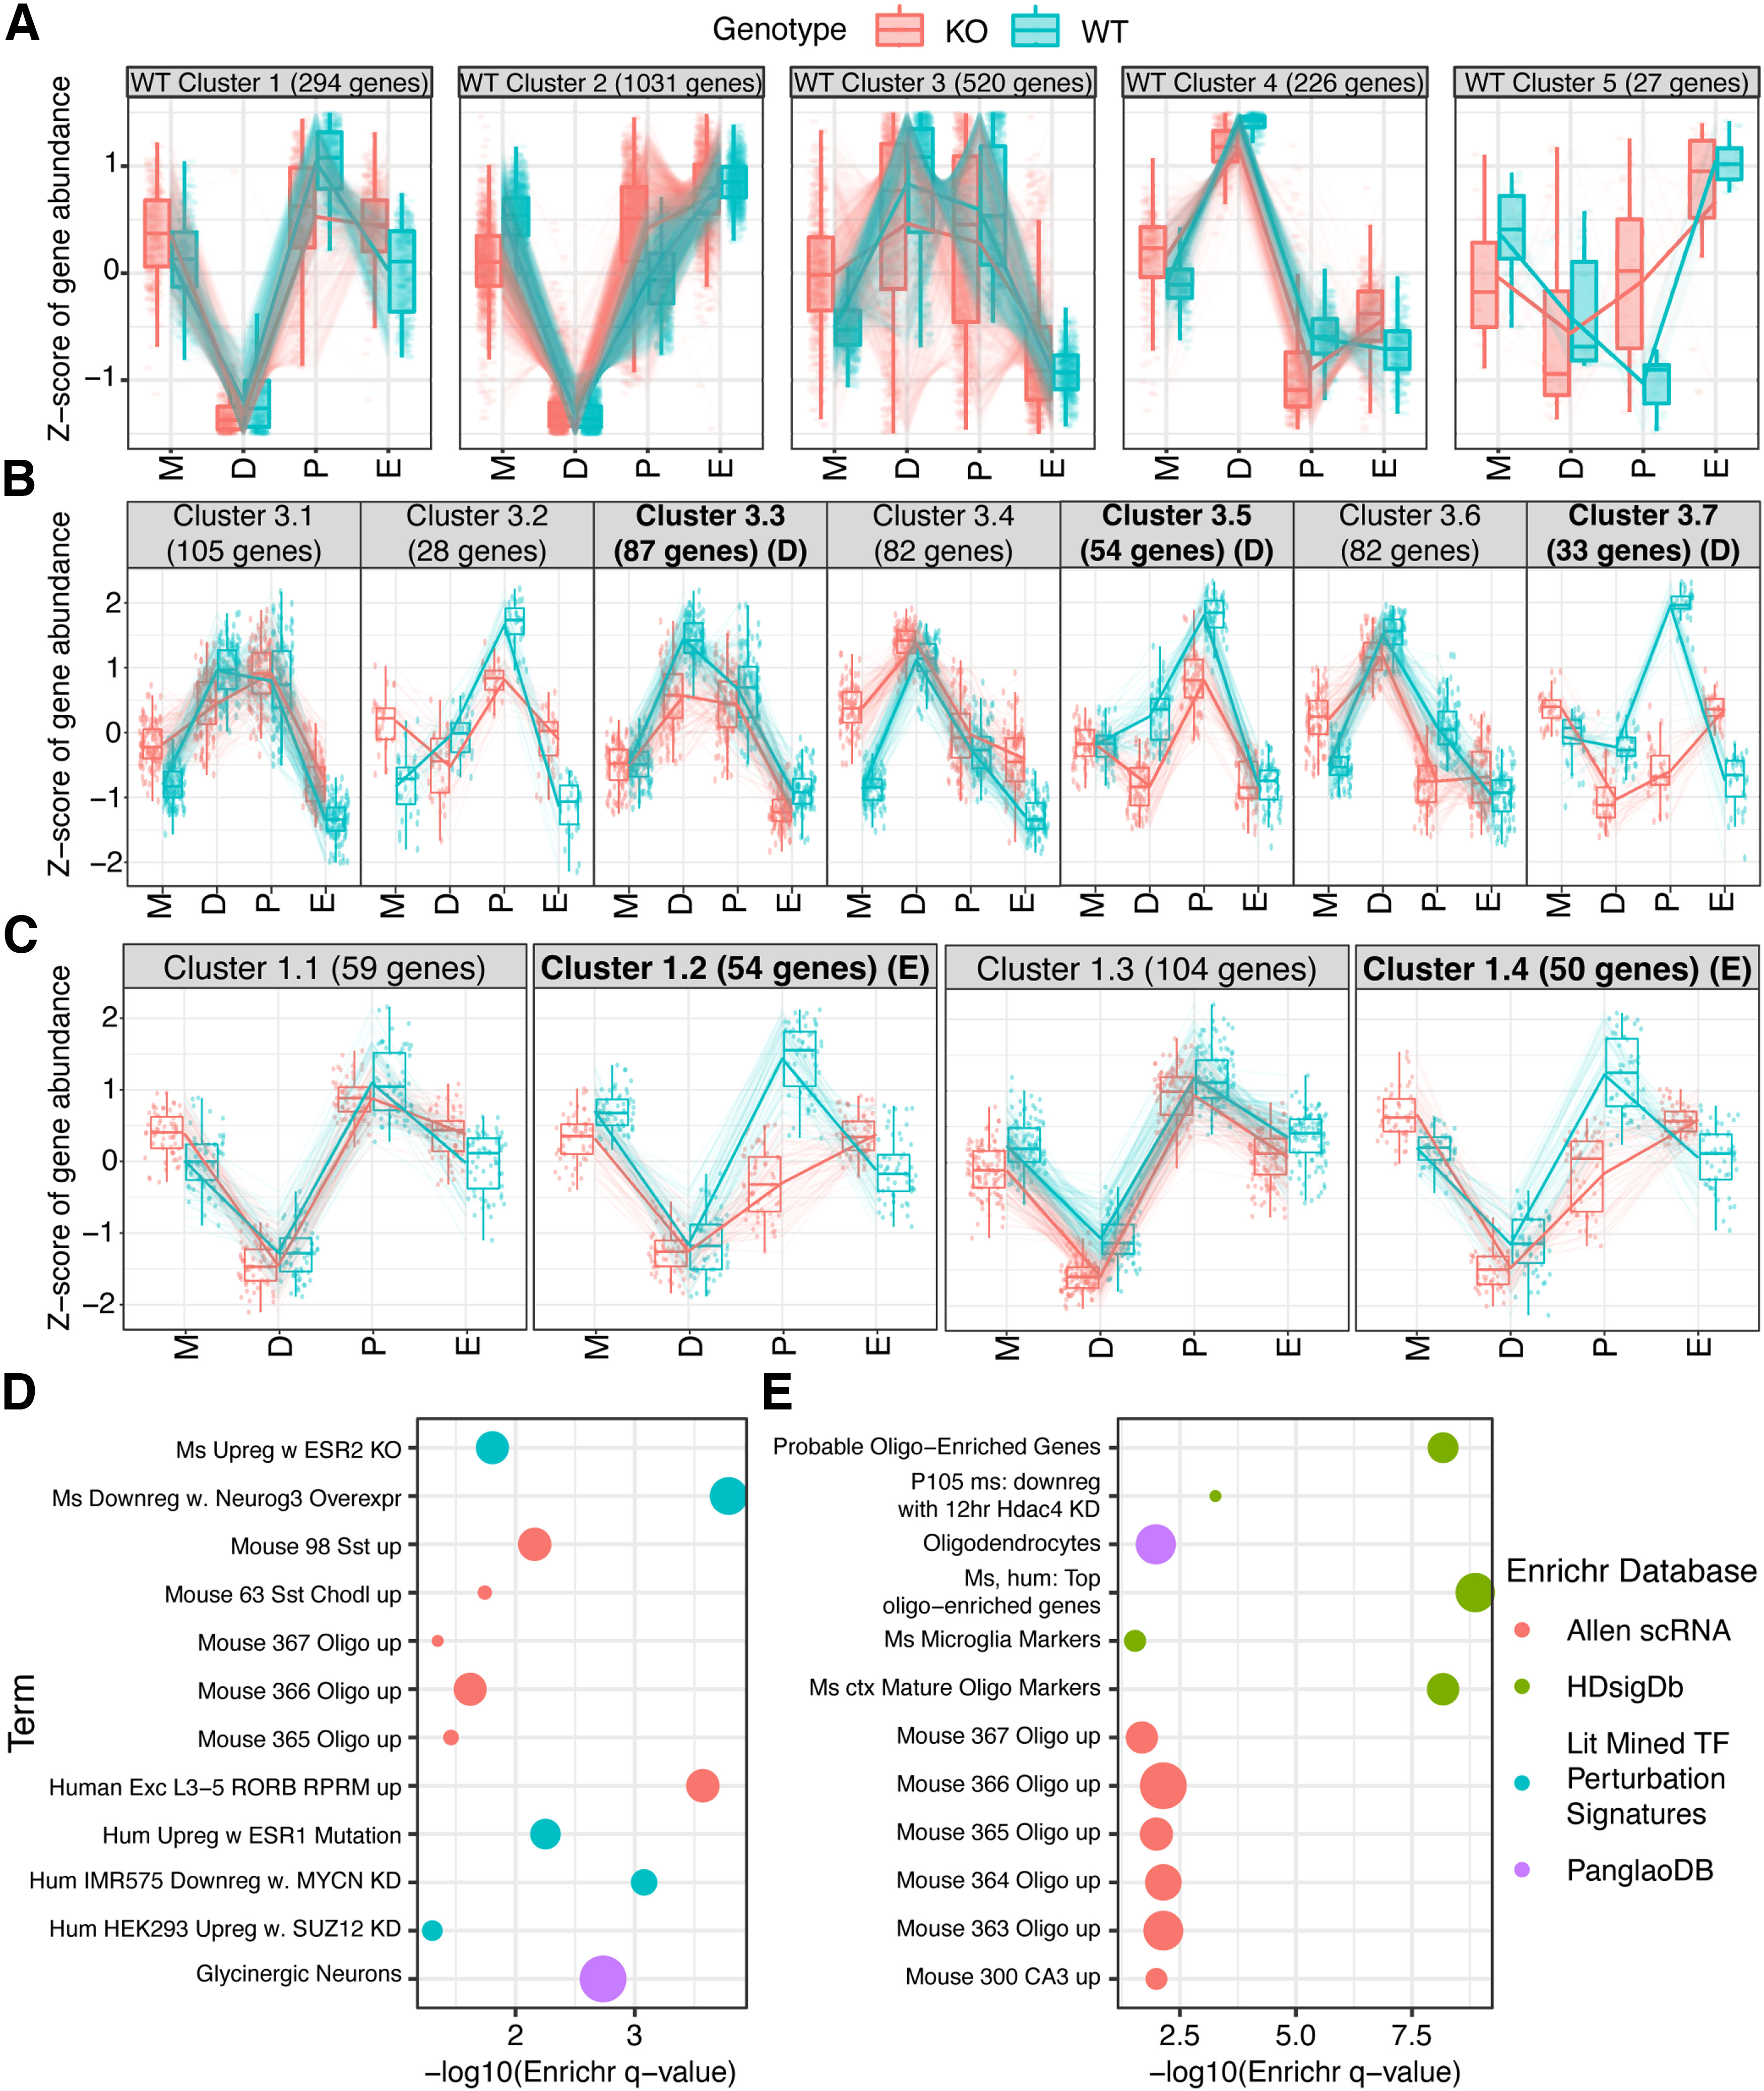
Retained and dysregulated patterns of hippocampal gene expression over the *Cnih3* KO estrous cycle. Note that daily estrous staging in a separate cohort of *Cnih3* KO animals shows unchanged cycle patterns by cytology compared with WT, with staging agreed on by two to three blinded scorers (Extended Data Fig. 5-1). ***A***, The same genes from the same five wild-type clusters of cyclic expression shown in Figure 3*A* are again shown, but now with the KO expression levels of those genes additionally plotted. ***B***, Re-clustering of WT cluster 3 using both WT and KO data identified seven subclusters (3.1, 3.2…), corresponding to a specific pattern of regulation in WT and a specific pattern in KO. Three of these clusters (3.3, 3.5, 3.7) show an attenuation of gene upregulation in KO as the cycle progress, especially in the Met -> Di and Di -> Pro transitions. ***C***, Similar re-clustering of WT cluster 1 identified four pattern subgroups, two of which also featured attenuation of upregulation at proestrus compared with WT (1.2, 1.4). ***D***, Enrichr analysis of the genes in subclusters 3.3, 3.5, and 3.7 combined highlight that they are DE in estrogen receptor perturbation experiments and enriched in oligodendrocytes and inhibitory neuron classes. ***E***, Enrichr analysis of genes in subclusters 1.2 and 1.4 combined were highly enriched for oligodendrocyte genes across several annotation sets, and suggest *Hdac4* as an upstream regulator. Filters for both Enrichr plots are the same as for Figure 3, except with a minimum term-gene set overlap of five rather than eight to account for the smaller gene set sizes of these subclusters. Gene-to-cluster assignments and unabridged Enrichr results for this analysis are in Extended Data Table 5-1. Two example oligodendrocyte genes underlying enrichment results for KO expression pattern subsets showing attenuated upregulation from diestrus to proestrus are shown in Extended Data Figure 5-2.

10.1523/ENEURO.0153-22.2023.f5-1 Extended Data Figure 5-1 Daily estrous cycle cytology in an independent cohort of adult *Cnih3* KO and WT females. *N* = 27/genotype. A total of 12 mice were observed over a 14-d period not including weekends, while 42 mice were observed over 11 consecutive days. Y values between stages correspond to cytologic indicators of stage transitions (e.g., diestrus-proestrus). All plotted points represent staging agreed upon by two to three independent, blinded scorers. Download Figure 5-1, TIF file.

10.1523/ENEURO.0153-22.2023.f5-2 Extended Data Figure 5-2 Example oligodendrocyte-enriched genes found in estrous pattern subclusters showing upregulation from diestrus to proestrus in WT and attenuated proestrus upregulation in KO. ***A***, *Srd5a3*. ***B***, *Gpr17*. Di = diestrus; Pro = proestrus. Download Figure 5-2, TIF file.

10.1523/ENEURO.0153-22.2023.tab5-1 Extended Data Table 5-1 Genotype differential expression contrast results. ***A***, ***C–G***, Sheets are named according to the contrast performed and cover all genes analyzed as described in Materials and Methods. Highlighted rows indicate genes we considered DE (FDR < 0.05). ***B***, Nominally significant Enrichr results for genes DE between all KOs and all WTs considered together. Highlighted rows met our full criteria for enrichment for this analysis: log OR > 2, more than or equal to eight DEGs in the listed Enrichr gene set, and nominal enrichment *p*-value < 0.05. Download Table 5-1, XLS file.

To further dissect the alterations to clusters 1 and 3, we re-performed clustering on the genes defining the WT cluster using KO and WT data combined, resulting in 4 and 7 subclusters of expression, respectively (i.e., subclusters with a specific pattern in WT and a specific pattern in KO; we call these, e.g., cluster 3.1, 3.2…). This co-visualization, and the fact that unitary WT clusters divide up into multiple parts when KO data are also considered, confirmed that the KO estrous cycle patterns of certain subsets of genes were highly divergent from their WT counterparts. 

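The interaction of genotype with the difference between proestrus and diestrus had 0 genes under an FDR of 0.05, with 2076 under an unadjusted p of 0.05 and a smallest FDR of 0.279. The number changed to 1 without WT proestrus mouse 5_4, and to 324, 334 and 426 without WT diestrus mice 549, 569 and 548. With diestrus mice under 14 weeks only there were 328, and with those of 14 weeks or more 0.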

In the case of WT cluster 3, our combined-genotypes analysis revealed three subclusters (3.3, 3.5, and 3.7) with attenuated gene upregulation at proestrus in KO mice (Fig. 5*B*).

To understand functional correlates of these subclusters’ combined genes, we performed Enrichr analysis, revealing oligodendrocytes and, interestingly, genes found to be upregulated in estrogen receptor knock-out datasets (Fig. 5*C*; Extended Data Table 4-1*M*,*N*). Likewise, we noticed an attenuation of gene upregulation in KO mice over the diestrus-estrus stages for subclusters 1.2 and 1.4 (Fig. 5*D*), whose parent cluster had shown enrichment for oligodendrocyte marker genes and potassium channels. 

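Of the 231 genes that peaked in proestrus with a trough in diestrus in WT, the median rise from diestrus to proestrus was 0.81 log2 units in WT and 0.68 in KO. The rise was smaller in KO for 155 of them. None had an interaction FDR under 0.05. These genes were chosen on the WT values, which raises their WT rise.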

Enrichr analysis of these two combined subclusters strikingly revealed that 52 of these 104 genes were in “Mouse Cortex Mature Oligodendrocyte And Progenitor Cell Markers” as defined previously (Doyle et al., 2008); the 104-gene set was also enriched in an additional oligodendrocyte marker list similarly mined from literature (Cahoy et al., 2008), and in various combinations of oligodendrocyte genes identified by single cell RNA-seq (Fig. 5*E*; Extended Data Table 4-1*M*,*N*). Among these genes were *Gpr17,* a factor for oligodendrocyte precursor maturation and myelination (Y. Chen et al., 2009; Lu et al., 2018), and *Srd5a3*, a 5-α reductase that converts testosterone to dihydrotestosterone (DHT; Uemura et al., 2008; Extended Data Fig. 5-2). These findings very strongly suggest that the *Cnih3* KO mouse has specific deficits in oligodendrocyte gene upregulation in response to proestrus.

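Gpr17 (chromosome 18, 31942997 to 31949636) was at 2.55 ± 0.76 log2 CPM (SD, n = 6) in WT diestrus and 3.53 ± 0.34 (n = 5) in WT proestrus, a log2 fold change of -1.28 (SE 0.24, FDR 0.00128) for diestrus against proestrus. In KO it was at 3.05 ± 0.38 (n = 6) and 3.42 ± 0.40 (n = 4), a log2 fold change of -0.56 (SE 0.20, FDR 0.0210). Srd5a3 (chromosome 5, 76140271 to 76155504) was at 2.93 ± 1.01 and 4.01 ± 0.14 in WT, a log2 fold change of -1.41 (SE 0.32, FDR 0.00627), and at 2.89 ± 0.44 and 3.22 ± 0.47 in KO, a log2 fold change of -0.58 (SE 0.29, FDR 0.110). The interaction was -0.72 (SE 0.31, unadjusted p = 0.0246 in limma, FDR 0.341) for Gpr17 and -0.82 (SE 0.43, unadjusted p = 0.0611 in limma, FDR 0.408) for Srd5a3. With single mice left out it ran from -1.02 (WT diestrus mouse 8_1) to -0.15 (WT diestrus mouse 548) for Gpr17 and from -1.22 (WT diestrus mouse 380_4) to -0.13 (WT diestrus mouse 549) for Srd5a3.

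**Figure D3:**
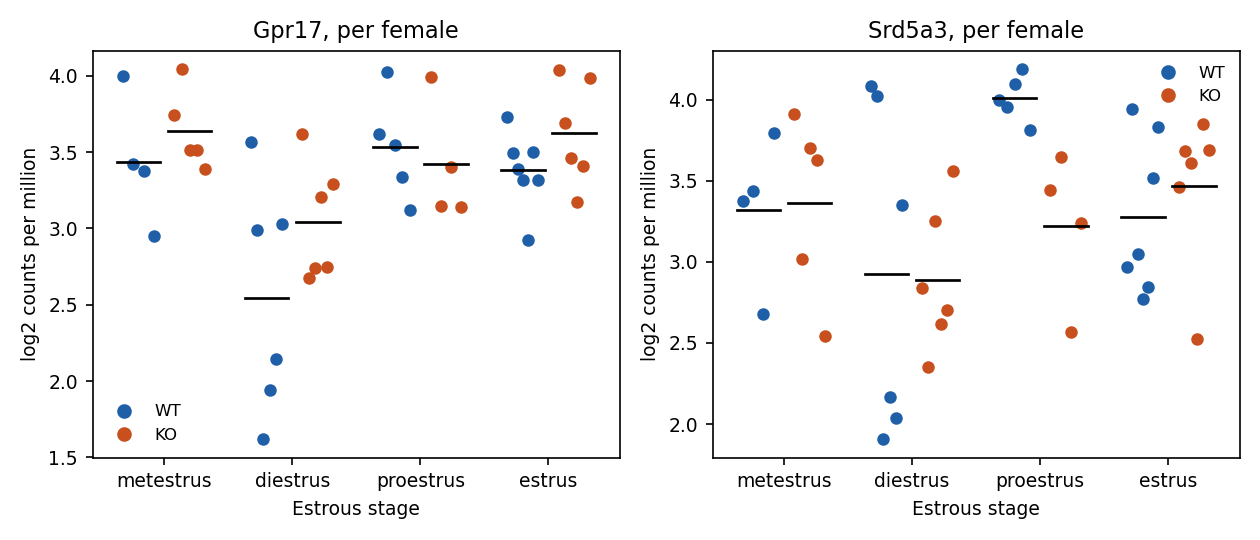
Log2 CPM of Gpr17 and Srd5a3 (vertical axes) in each female by stage and genotype (horizontal axis), 1 point per mouse, with a line at each group mean. The WT diestrus mice spread more widely (SD 0.76 and 1.01) than the KO diestrus mice (SD 0.38 and 0.44).

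edgeR gave FDRs of 0.150 and 0.305 for Gpr17 and Srd5a3 in WT and 0.341 for Gpr17 in KO. Without WT diestrus mouse 548, 549 or 569 the WT FDR was 0.158, 0.178 or 0.161 for Gpr17 and 0.310, 0.323 or 0.305 for Srd5a3. In KO the FDR of Gpr17 was 0.332 without proestrus mouse 12_4, 0.110 without diestrus mouse 532, 0.0618 without mouse 643 and 0.0886 without mouse 645. That of Srd5a3 was 0.0386 without KO proestrus mouse 14_1. KO estrus mouse 2593 had 2.53 log2 CPM of Srd5a3, compared with 3.46 to 3.85 in the other 5.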

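The 15 mature oligodendrocyte genes rose from diestrus to proestrus by a median of 0.95 log2 units in KO. The rise was smaller in KO than in WT for 6 of the 15, and none had an interaction FDR under 0.05. Between all KO and all WT mice their median log2 fold change was -0.02 (camera adjusted p = 0.845, fry 0.886). From the genes with a weaker rise in KO, the paper proposes that the KO mouse has deficits in raising oligodendrocyte genes in proestrus. Those genes came from its subclusters, which were not rebuilt here, and the marker set it names includes progenitors. The 15 mature oligodendrocyte genes are a different set, so their rise does not test the paper's genes.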

### WT-KO differential expression is unremarkable within sex/estrous stage, against expectations

While above we indirectly compared each contrast in KO to the same contrast in WT, we also directly contrasted the WT and KO mice to better understand effects of the knock-out on dorsal hippocampal gene expression. 

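Between all 28 KO and all 27 WT mice, 549 of 16168 genes were DEGs, 242 higher and 307 lower in KO, and 36 had an absolute log2 fold change over 0.5. The 3 smallest FDRs were those of Aim2 (chromosome 1, 173350879 to 173466040, log2 fold change -1.31, SE 0.11, FDR 1.15e-12), Atf4 (chromosome 15, -0.46, SE 0.04, FDR 9.92e-12) and Bex1 (chromosome X, -0.49, SE 0.05, FDR 2.17e-11). Aim2 lies 8 Mb from Cnih3. Within 20 Mb of Cnih3 16 of 252 genes were DEGs (6.35%), compared with 3.34% of the rest (Fisher's exact test, odds ratio 1.96, p = 0.0201). Cnih3 had a log2 fold change of -0.34 (SE 0.08, FDR 0.00692) and Cort of -0.99 (SE 0.10, FDR 2.77e-10).

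limma without quality weights gave 150 DEGs, edgeR 153 and DESeq2 187. With only mice from Cnih3 x B6 parents, WT metestrus, proestrus and estrus kept 1 mouse each, so that count is not given. The number of 549 DEGs changed to 59.4% of itself and to 335 without KO proestrus mice 12_4 and 12_5, and to 874 without WT male 2052. The 9 targets of Atf4, listed in advance, had a median log2 fold change of -0.07 and were lower in KO by camera (adjusted p = 3.42e-08) and by fry (4.39e-07), with 4 DEGs, and 4 adjusted over the list alone.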

Contrasting all KO and WT samples, regardless of sex, identified 514 significant DEGs (35 with an absolute logFC > 0.5; Fig. 6*A*), again suggesting overall subtle effects of the *Cnih3* KO on gene expression (Extended Data Table 5-1*A*). *Enrichr* analysis of these 514 genes revealed highly significant overlap with genes from dozens of brain-relevant transcription factor perturbation experiments, including *Neurod1* knock-down and human cell culture *GATA6* overexpression. This gene set was also highly enriched for protein interactors of estrogen receptor α (*Esr1*). *Cnih3* KO DEGs were also enriched for neuronal markers including those of *Scng-*expressing interneurons. Intriguingly, and in direct contrast to oligodendrocyte genes with dysregulated cyclic expression patterns in KO, WT versus KO DEGs were instead enriched for genes not expressed in oligodendrocytes relative to other Allen Atlas single-cell RNA-seq cell types (Fig. 6*B*; Extended Data Table 5-1*B*).

**Figure 6.**
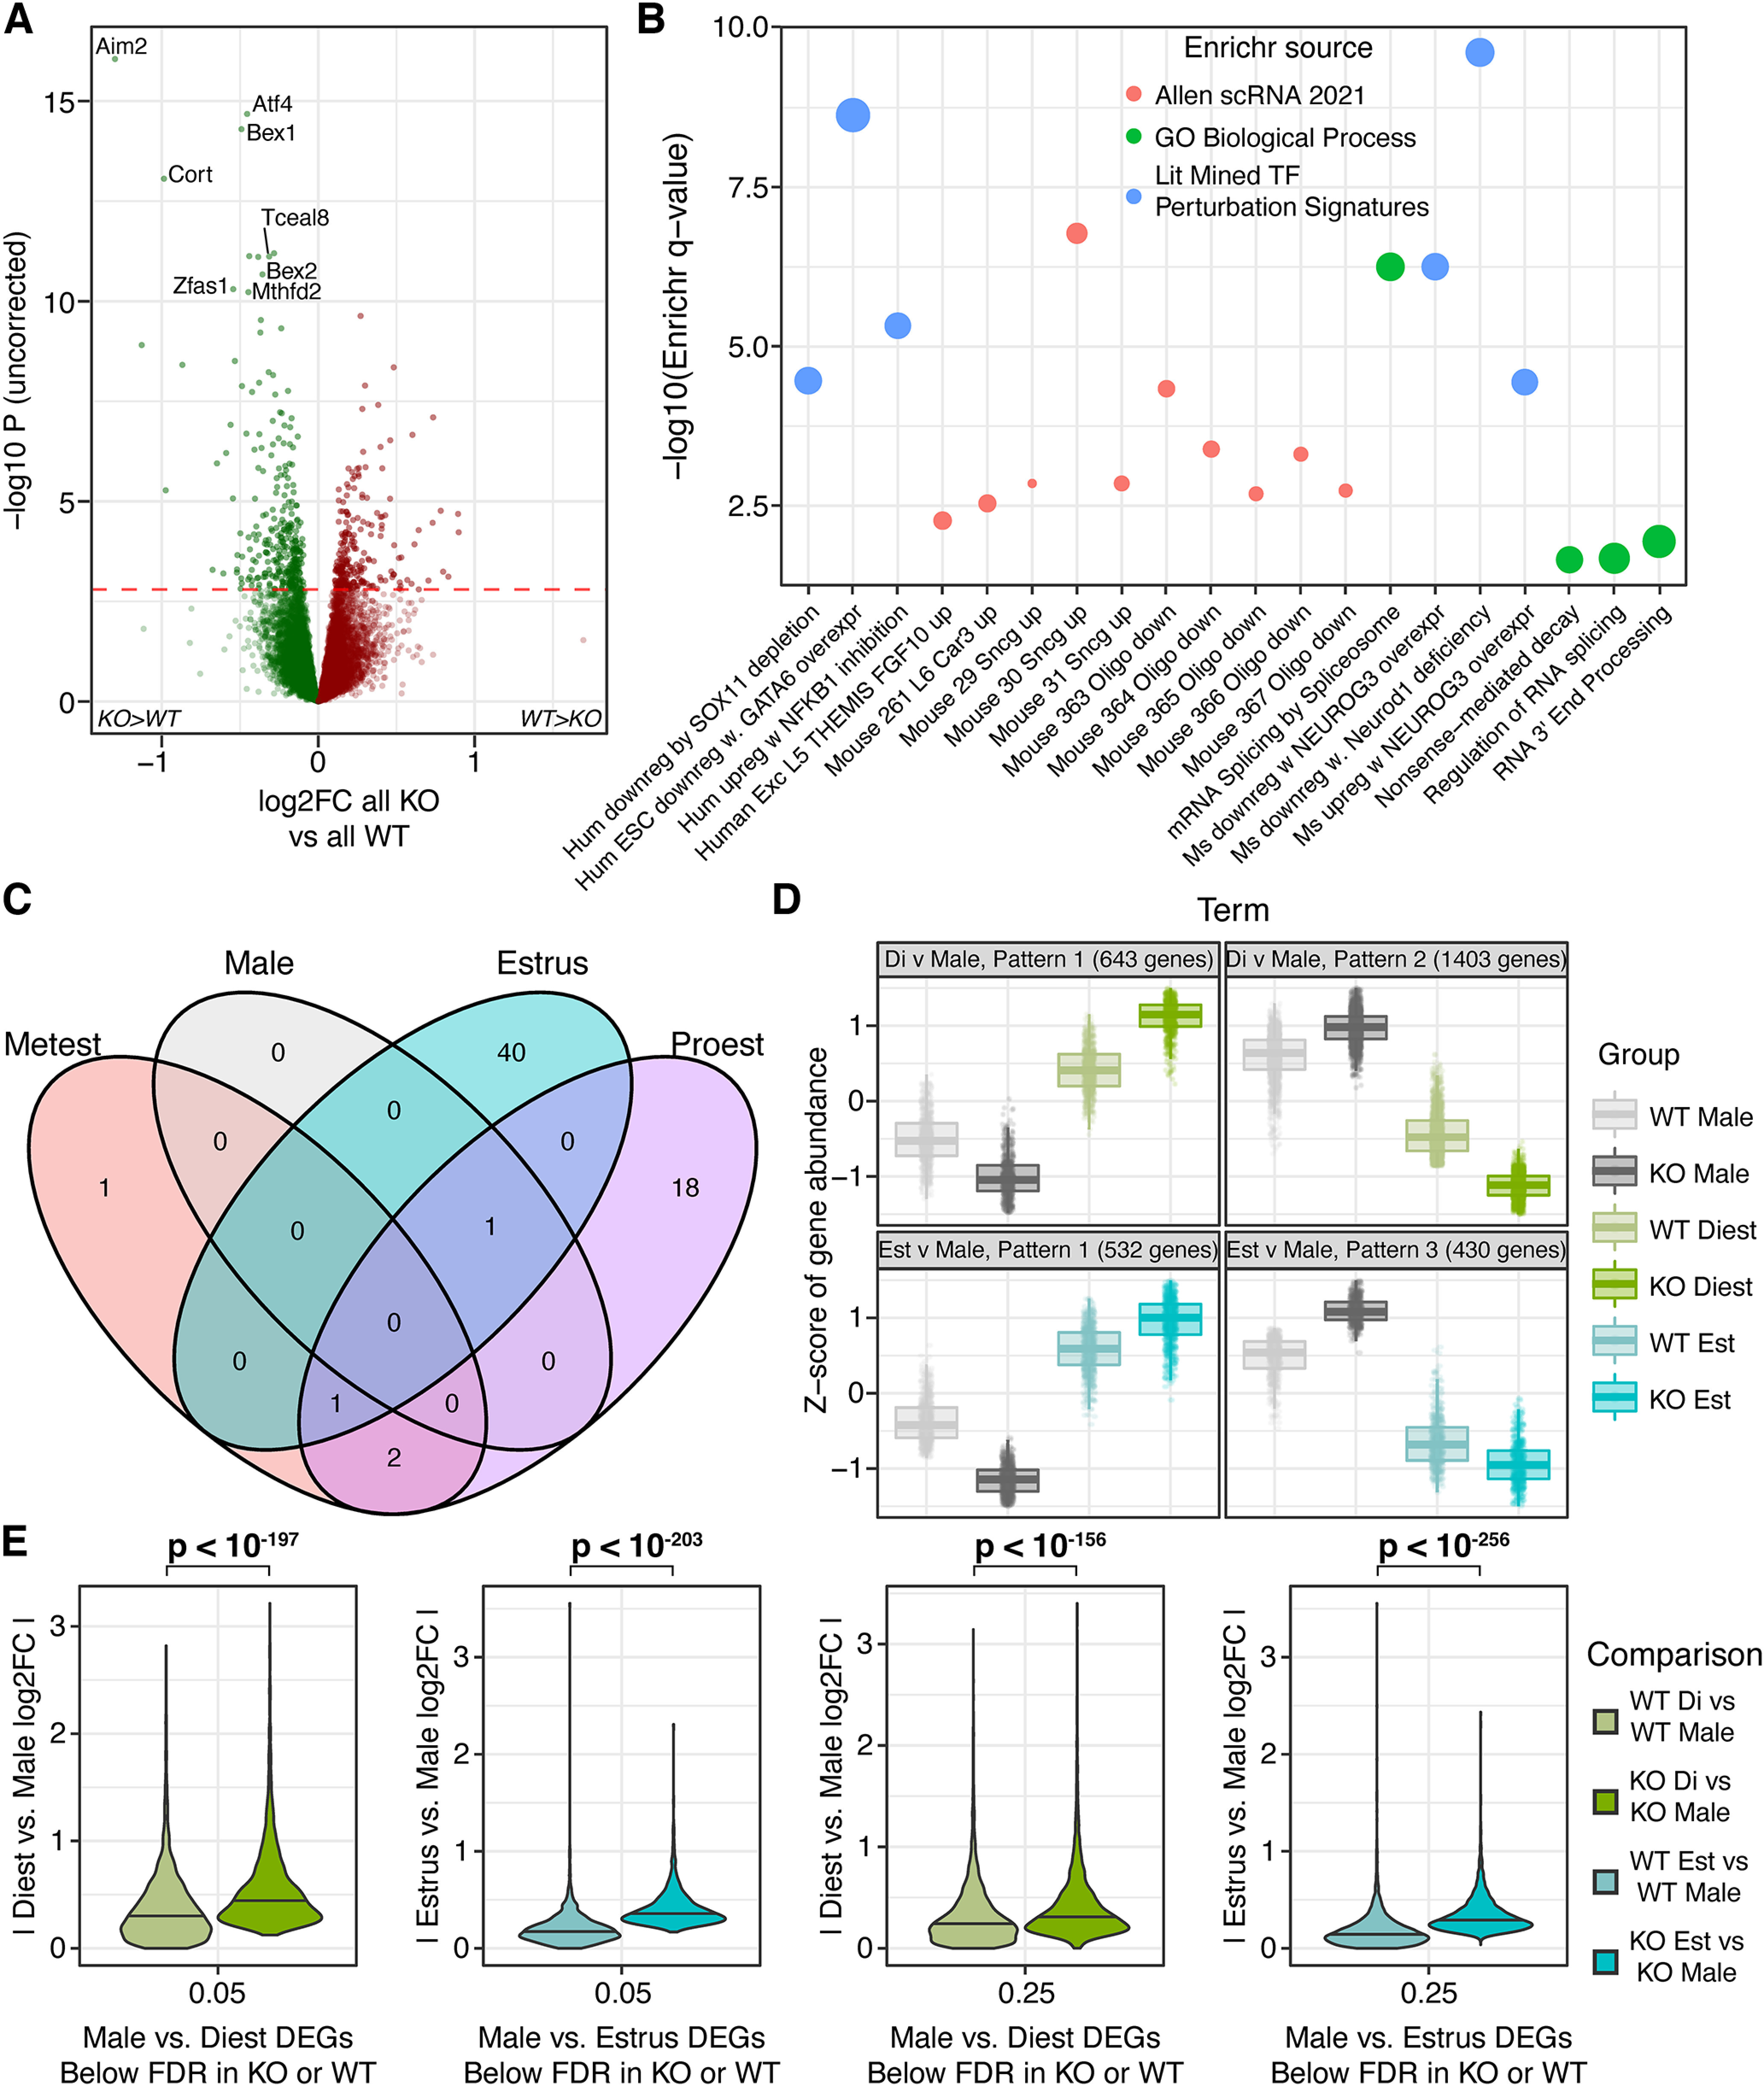
Global features of *Cnih3* KO: Splicing, synuclein, SST, subsurface neurons, and sex difference accentuations. ***A***, Comparing all KOs to all WTs, regardless of sex or estrous stage, identifies hundreds of significant DEGs. ***B***, Global DEGs in *Cnih3* KO are enriched for multiple neural subtypes of the mouse brain marked by synuclein γ (*Sncg*), deep layer excitatory neurons, *Sst*-expressing interneurons, and ontology terms related to several forms of RNA processing. Notably, the same oligodendrocyte subtypes identified as *enriched* for genes dysregulated in the KO estrous cycle are depleted (i.e., lowly-expressed) in the global DEGs of the KO mouse. All terms plotted were nominally significant for enrichment and met filters for a minimum log OR of two and a minimum of eight DEGs overlapping with the annotation term set. ***C***, A surprisingly small number of DEGs are identified by comparing single estrous stages or males between KO and WT. (Stages not shown have 0 significant DEGs.) ***D***, Analysis of genes DE between KO males and a KO estrous stage at FDR < 0.01 showed several sizable groups of genes where *Cnih3* KO accentuated a normal sex difference seen in WTs–that is, a greater magnitude of effect in KOs while with the same effect direction as found in WT. The illustrated gene sets show a larger difference between KO males and KO females (in opaque colors) compared with the same male-stage pairs in WT (translucent colors) at the illustrated stages. ***E***, The range of absolute log2 fold-changes for the union of DEGs from WT and KO male-diestrus comparisons or from WT and KO male-estrus comparisons at multiple FDR cutoffs. At all FDR thresholds examined, the absolute magnitude of DE is significantly (Wilcoxon test) greater in the KO comparison, indicating virtually global potentiation of estrous stage-specific sex-differential expression in KOs. The RNA-seq analysis results of global KO-WT comparison, gene-to-cluster assignments, and unabridged Enrichr results for male-versus-estrous stage effect patterns in WT versus KO are in Extended Data Table 6-1.

10.1523/ENEURO.0153-22.2023.tab6-1 Extended Data Table 6-1 Patterns of altered sex-differential expression between WT and *Cnih3* KOs for diestrus and estrus. ***A***, Number of genes significantly (FDR < 0.05) DE in both genotypes for male versus stage, stage versus stage, and male versus all female comparisons. ***B***, Cluster assignment of KO male versus KO diestrus DEGs for expression patterns across WT male, KO male, WT diestrus, and KO diestrus. Two such patterns are shown in Figure 6*D*. ***C***, Cluster assignment of KO male versus KO estrus DEGs for expression patterns across WT male, KO male, WT diestrus, and KO diestrus. Two such patterns are shown in Figure 6*D*. ***D***, Combined Enrichr annotations for diestrus-male KO DEGs with KO/WT sex DE patterns 1 or 3 as listed in sheet 6A and for estrus-male KO DEGs with KO/WT sex DE patterns 1 or 3 as listed in sheet 6B. Also listed are enrichments found for the union of DEG sets from a male-diestrus and a male-estrus comparison where the genotypes’ DE pattern was similar for the two stages (labels reading “Union of…”). Highlighted rows met our described criteria for enrichment in this particular analysis (≥8 DEGs overlapping with Enrichr term, Enrichr OR ≥ 2, nominal *p*-value < 0.05). ***E***, Listing of each term enriched in at least one of the six cross-genotype estrous stage-versus-male DEG pattern sets above, listing which pattern(s) were enriched for a given term. Download Table 6-1, XLS file.

Subsequently, we performed within-sex/estrous stage comparisons of the two genotypes to better elucidate the effects of *Cnih3* knock-out, given the estrous stage-specific behavioral differences previously seen in these mice (H.E. Frye et al., 2021). Given the extremely large increase in the number of sex- and male-estrous DEGs within KOs, we expected to see comparable numbers of genotype-differential genes within each group. 

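Within single groups the KO and WT mice differed at 4 genes in metestrus, 51 in proestrus, 29 in estrus and 1 in males, and the union over the 5 comparisons was 77 genes. With edgeR the union was 9 genes, as with limma without quality weights. Proestrus alone had 825 DEGs without the 2 WT libraries with an RNA integrity number under 8 and 2000 on ComBat-seq counts, the latter chosen after the data were seen. In metestrus the DEGs were Atf4 (log2 fold change -0.58, FDR 0.00052), Cort (-1.21, FDR 0.00483), Bex1 (-0.56, FDR 0.00483) and Slc7a3 (-1.85, FDR 0.00568, named after the values were seen). In males the DEG was Aim2 (-1.46, SE 0.25, FDR 0.00381). In proestrus 9 DEGs were higher and 42 lower in KO, and in estrus 10 and 19.

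edgeR gave FDRs of 0.136 for Cort and 1 for Bex1 in metestrus. Without KO metestrus mouse 10_1 or 14_4 or WT metestrus mouse 3_3 the FDR was 0.0592, 0.0540 or 0.0913 for Cort and 0.0592, 0.0698 or 0.0911 for Bex1. That of Aim2 in males was 0.108 without KO male 2591. The number of DEGs in metestrus changed to 1 and 2 without KO metestrus mice 10_1 and 14_4, and to 2 and 13 without WT metestrus mice 3_3 and 380_1, in proestrus to 0, 0 and 33 without KO proestrus mice 12_4, 12_5 and 14_1, and to 9, 11, 28, 130 and 330 without WT proestrus mice 2_3, 20_2, 4_1, 8_2 and 5_4 (with 1572 to 2112 genes at an unadjusted p under 0.05 where the number was 0), in estrus to 13 and 15 without KO estrus mice 12_3 and 12_2, and to 17 and 19 without WT estrus mice 8_3 and 3_1 and in males to 0, 2, 2, 4, 5 and 8 without KO males 2591, 2016, 2589, 2590, 2128 and 1950, and to 3, 17, 19, 48 and 148 without WT males 2018, 2052, 2015, 19_1 and 1949 (with 521 genes at an unadjusted p under 0.05 where the number was 0).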

Shockingly, however, only 1–42 FDR-significant DEGs were identified in the genotype comparisons (Extended Data Table 5-1*C–G*), totaling 63 unique genes (Fig. 6*C*), with the most differences seen between WT and KO at proestrus. 

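KO and WT diestrus mice differed at 0 genes (1321 with an unadjusted p under 0.05, smallest FDR 0.0511). edgeR and limma without quality weights each gave 1 gene and DESeq2 gave 3. The number changed to 4, 6, 766, 932 and 1090 without WT diestrus mice 2_2, 380_4, 569, 549 and 548. With diestrus mice under 14 weeks only, 269 genes differed between 4 KO and 3 WT mice.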

Surprisingly, we observed only one DEG between WT and KO diestrus, despite this stage being responsible for the most DEGs between male and other estrous stages in both WT and KO mice.

#### *Cnih3* KO results in accentuated sex-differential expression compared with WT, especially in diestrus

The findings thus far are surprising when considered in conjunction. Specifically, how is it that KO male versus estrous stage comparisons yielded far more DEGs than did the respective WT comparisons (Extended Data Table 4-1*L*), while comparing single estrous stages across genotypes yielded a paucity of DEGs (Fig. 6*C*)? We hypothesized that our findings could be because of subtle KO effects with opposite directions of effect in males and females at certain estrous cycle stages; in other words, we hypothesized that statistically small shifts of KO male expression relative to WT male expression concurrent with statistically small shifts of KO estrous stage expression relative to the same stage in WT could result in more potent DE events between KO males and a given KO stage. Figure 6*D* confirms this to be the case.

To examine whether this hypothesis was valid at the level of KOs, we first examined the consistency of DE between the two genotypes for each male-stage and stage-stage comparison, as well as the male-all-females comparison. 

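Over the 11 comparisons made in both genotypes (females and each stage against males, and the 6 pairs of stages) there were 4248 instances of a gene under an FDR of 0.05 in WT and in KO, and 4247 had the same direction. edgeR gave 35, DESeq2 67 and limma without quality weights 147, each with the same direction in all. Most of the 4248 came from diestrus, with 2597 against estrus, 998 against proestrus and 582 against metestrus. The diestrus groups of both genotypes held mice under 14 weeks (3 WT and 4 KO). The shared direction is therefore not independent of the difference between younger and older diestrus mice. In diestrus against males, 75.3% of all 16168 genes had the same direction in both genotypes.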

Across these 11 contrasts, 4708 of the 4709 DE events achieving significance (FDR < 0.05) in both genotypes had consistent directionality (Extended Data Table 6-1*A*), demonstrating the internal reproducibility of the most robust DE patterns, and confirming that *Cnih3* KO did not reverse sex/estrous effects on gene expression. We again used the degPattern algorithm to visually compare WT expression of KO male-estrous DEGs. Consistent with our hypothesis, we see that KO DEGs generally show exaggerated effect magnitudes relative to their WT peers. The overall conclusion is that KOs have accentuated sex differences across large portions of the dorsal hippocampal transcriptome (Fig. 6*D*; shown are the two KO estrous stage-male comparisons with the most DEGs; Extended Data Table 6-1*B*,*C*). 

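The DEGs of KO diestrus and KO estrus against males numbered 4635 and 1239. The absolute log2 fold change was larger in KO than in WT for 3956 of the former and 1203 of the latter. The genes were picked by their KO values, so the KO values are raised by the selection. From these comparisons the paper concludes that KO mice have accentuated sex differences over large parts of the dorsal hippocampal transcriptome.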

Enrichr analyses of genes following each pattern for these two male-stage comparisons (such as male>diestrus in WT with male upregulation and female downregulation in KO) are provided in Extended Data Table 6-1*D*, and recurring terms across genes with different patterns are tabulated in Extended Data Table 6-1*E*.

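For the 4635 genes under an FDR of 0.05 in KO or WT, the median absolute log2 fold change of diestrus against males was 0.27 in WT and 0.44 in KO. For the 1239 genes of estrus it was 0.18 and 0.35. All 11 WT DEGs of diestrus and all 8 of estrus were also KO DEGs. Both sets are therefore the KO DEGs, and this selection raises the KO medians. At an FDR under 0.25 the medians were 0.22 and 0.32 for 8862 genes of diestrus and 0.15 and 0.29 for 4141 of estrus.

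**Figure D4:**
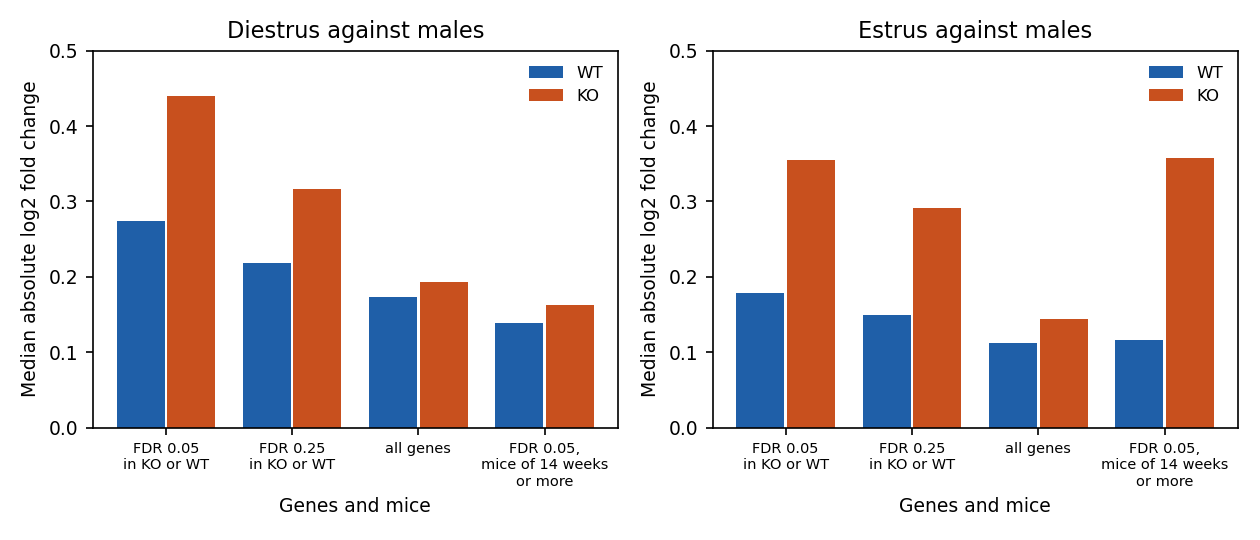
Median absolute log2 fold change against males (vertical axis) of diestrus (left) and estrus (right) in WT and KO, by the genes and mice used (horizontal axis). The KO medians were 0.44 and 0.35 for genes under an FDR of 0.05 and 0.19 and 0.14 for all genes.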

To confirm accentuated sex differences in the KOs, we also examined all genes differentially expressed in either genotype between males and diestrus or between males and estrus, and plotted their absolute log2 fold change values for both WT and KO mice (Fig. 6*E*). At any FDR thresholds tested, a nonparametric Wilcoxon test identified an extremely significant increase in the magnitude of the absolute sex differences in the KO compared with those seen in WT. This confirms the observation of a general net increase in sex-differential expression between *Cnih3* KO males and KO females during diestrus and estrus.

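The difference of the medians between KO and WT was 0.17 (jackknife SE 0.33) for diestrus and 0.18 (jackknife SE 0.17) for estrus. With single mice left out it lay between 0.07 (WT diestrus mouse 8_1) and 0.31 (WT diestrus mouse 548) for diestrus and between 0.09 (WT male 2052) and 0.25 (WT male 2015) for estrus. Genes are not independent replicates, so mice rather than genes were exchanged for a test. Of 40 labellings with genotypes exchanged among the mice of each stage or sex, the real one included, 14 gave a difference as large or larger for diestrus and 14 for estrus.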

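Over all 16168 genes the median absolute log2 fold change was 0.17 in WT and 0.19 in KO diestrus, and 0.11 and 0.14 in estrus. With mice of 14 weeks or more only, for the genes under an FDR of 0.05 in KO or WT, it was 0.14 in WT and 0.16 in KO diestrus, and 0.12 and 0.36 in estrus.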

## Discussion

We had a variety of motivations for specifically conducting a study on estrous-regulated gene expression in the dorsal hippocampus of both WT and *Cnih3* KO mice. Prior work has demonstrated the influence of estrous stage on both hippocampal physiology and spatial learning (C.A. Frye, 1995; Warren and Juraska, 1997), highlighting the important influences of reproductive physiology on behavior and hippocampal activity. The dorsal hippocampus is an important site of integration of sex hormone and stress signaling (Bao et al., 2006; Frick et al., 2015; Padilla-Coreano et al., 2016); stress plays key roles in drug reinstatement (McKee et al., 2015) and likely psychotic disorders (Walker et al., 2013), and interestingly, is also influenced from upstream by sex through the HPA axis (Lund et al., 2004). The dorsal hippocampus is therefore of special interest in *Cnih3* mutant mice because of the association of *CNIH3* to addiction phenotypes and schizophrenia in humans (Drummond et al., 2012; Nelson et al., 2016) and reported mouse knock-out interactions with sex and estrous affecting hippocampal learning phenotypes and glutamatergic signaling pathways (H.E. Frye et al., 2021). We thus conducted a well-powered study to understand the transcriptional effects of estrous on dorsal hippocampal gene expression in both wild-type and *Cnih3* KO animals. Our results provide valuable insights to help future studies to dissect the interactions and mechanisms for sex/hormone-dependent *Cnih3* roles in behavioral learning and substance use disorder risk.

We found that on average, the brain is well buffered against sex differences in expression, with the WT gene expression showing few differences between males and females (mostly sex chromosomal). Surprisingly, we only detect DE for a handful of genes known to escape X-inactivation in mouse brain (Berletch et al., 2015) or previously reported to be sex-differentially expressed in mouse hippocampus (Vied et al., 2016; Bundy et al., 2017). This discrepancy may be because of the low likelihood of the prior estrous-agnostic sex DE studies having a balanced representation of estrous stages because of the brevity (hours) of certain stages, like estrus, and extended duration of other stages, like diestrus. Supporting this notion, a recent examination of four prior mouse hippocampal sex DE studies (Ocañas et al., 2022) identified only eight consensus sex chromosomal DEGs, all of which are in the top 11 DEGs from our WT male-female comparison as ranked by FDR.

Meanwhile, at specific stages of the estrous cycle, females differed more substantially from males. Likewise, estrous stages also showed differential expression between one another; in comparing single stages against one another or to males, diestrus was consistently the most transcriptionally distinct state from males and from other stages of the estrous cycle. Consistent with our findings of a distinctive diestrus hippocampal transcriptome, and perhaps explaining discrepancies with prior sex DE studies, it has recently been shown that chrX chromatin structure in mouse ventral hippocampus is similar between proestrus females and males, but substantially different from both at diestrus (Rocks et al., 2022).

We examined data from wild-type females and identified various changes across estrous cycle phases that may have interesting biological relevance to estrous cycle specific changes in dorsal hippocampal physiology and behavior. For genes in cluster 1, with trough expression in diestrus and peak expression in proestrus–a period over which estradiol goes from lowest to highest, and progesterone starts high and begins to decrease, we observed enrichment in oligodendrocyte markers. Myelin, which is made by oligodendrocytes and increases efficiency of synaptic transmission, has been shown to increase after increased neuronal activity in the motor cortex (Gibson et al., 2014), and this was necessary for the motor function enhancement seen in their system. It is interesting to note that long-term potentiation (LTP), which is characterized by increased neuronal transmission, is enhanced during proestrus (Warren et al., 1995) with some reporting improved object-based spatial learning during this phase (C.A. Frye, 1995). Thus, it is possible that changes in myelination might help support this increased LTP and learning. For genes in cluster 2, with peak expression in estrus/metestrus and trough expression in diestrus, a period over which estradiol declines and fluctuates from its initial peak at estrus, while progesterone starts low and increases, ,we observed enrichment in genes involved in calcium and glutamate receptor signaling. Previous research has shown that estradiol improves recognition and spatial learning, and increases hippocampal spine density in CA1 (Woolley and McEwen, 1993), which requires calcium and glutamate receptor signaling. Thus, it will be interesting to investigate whether the receptors upregulated here mediate improved spatial learning seen at this phase. Regardless, our results suggest that behaviorists may wish to measure estrus state and include it as a covariate in their analyses, especially when assessing behaviors related to the dorsal hippocampus.

We then examined data from *Cnih3* knock-outs in the same manner, identifying a much more marked extent of sex-differential expression when clumping all estrous stages together, and likewise between males and single stages. Using our WT estrous cycle gene expression patterns, and given the estrous-stage-specific behavioral changes previously observed in *Cnih3* KO mice (H.E. Frye et al., 2021), we examined whether KO expression patterns deviated from WT over the estrous cycle. We indeed identified specific subsets of genes with blunted upregulation in KO over estrogenic stages of the cycle, especially proestrus. These dysregulated gene subsets overlapped with markers of oligodendrocytes, glycinergic neurons, and somatostatin (SST) interneurons, indicating these cell types might be most impacted by *Cnih3* mutation. Pathway analysis indicated these genes were disproportionately downstream of a handful of regulators including *Hdac4*, *Klf4*, *Neurog3*, and the estrogen receptor *Esr1*, suggesting the consequences of *Cnih3* mutation might work through these molecular pathways. Consistent with hippocampal biology and its role in memory, *Hdac4* and *Neurog3* are involved in regulating dendritic morphology (Simon-Areces et al., 2010; Litke et al., 2018), while *Klf4* plays a role in regulating neural stem cell self-renewal (Qin et al., 2011). However, more work would need to be done to test specific roles of these genes downstream of *Cnih3* KO.

*Cnih3* was of interest because human genetic association studies suggest polymorphism in this region may be protective against opioid dependence (Nelson et al., 2016), a disease that involves hijacking of normal reward mechanisms including learning and memory (i.e., dorsal hippocampal) processes. CNIH3 has been shown to bind AMPARs and alter synaptic AMPAR trafficking, gating, and signaling (Schwenk et al., 2009; Coombs et al., 2012; Shanks et al., 2014; Brown et al., 2018). An initial study of hippocampal slice physiology phenotypes suggested little function for *Cnih3*, except in the context of co-deletion of *Cnih2*: when both proteins were deleted, physiological studies in the acute slices revealed a phenocopy of several aspects of GluA1 KO (a subunit of AMPARs), including altered mEPSC amplitude and kinetics, and deficits in long-term potentiation (Herring et al., 2013). However, behavioral effects were not assessed; notably, these slices were all generated from prepubescent animals, as is standard in the field, precluding characterization of adult *Cnih3* function and hormonal influences on it. Finally, a recent investigation of hippocampal learning and memory function via Barnes maze in *Cnih3* KO mice revealed no main effects of genotype initially, but a surprising amount of variance in females. Subsequent exploration of this led to the discovery of estrous-stage specific effects of both *Cnih3* KO and hippocampus-specific *Cnih3* overexpression (H.E. Frye et al., 2021). Furthermore, synaptic physiology (in adult slices) as well as biochemical and immunofluorescent analyses of synapses revealed stage specific alterations in dorsal hippocampal properties across multiple levels. All of these results led us to the hypothesis that *Cnih3* in some way buffers against hormone-dependent sex differences, with the loss of the protein unmasking deficits in KO females.

We therefore directly examined expression differences in WT versus KO altogether and between males or estrous stages. The 514 genes we identified as differentially expressed between genotypes highlighted some shared enrichments with estrous-(dys)regulated gene sets at the level of cell types (SST interneurons, *Scng*-expressing neurons) and transcriptional regulators (*Neurog3*); however, most functional enrichments were distinct, spanning several forms of RNA processing and transport, and candidate upstream regulators. These included *Neurod1*, *Hsp90*, and, interestingly, X-binding protein 1 (*Xbp1*). When we compared single estrous stages or males across genotypes, however, we identified very little differential expression. The combined observation of broader differential expression between male and estrous stages within KOs compared with within WTs, despite the absence of genotype differences, suggested to us that subtle changes were being induced by *Cnih3* KO to accentuate sex-differential expression. Indeed, we observed that the magnitude of sex-differential expression at diestrus or estrus was consistently greater in the KO (Fig. 6*E*), confirming our hypothesis that *Cnih3* buffers against excess gene-regulatory responses to cycling sex hormones.

Our study did have several limitations. Some previous studies examining estrous stage and hippocampal biology have performed extensive estrous staging across multiple cycles (Woolley and McEwen, 1992; Jaric et al., 2019), whereas here, we only performed cytologic staging on two consecutive days (the day before tissue collection and at tissue collection), which could potentially lead to inclusion of brains from mice with irregular cycling. Additionally, the cytologic diestrus phase consists of endocrinologically distinct early (low estrogen) and late (rising estrogen) phases. Future studies using the *Cnih3* global KO mouse line would benefit from serum hormonal profiling of estrous cycling to examine potential for gonadal-endocrine mechanism of the KO effect. Nonetheless, observations from 11 to 14 d of daily estrous staging in independent WT and KO mice (*n* = 27 per genotype) suggest that, cytologically, cycling is intact in KO animals (Extended Data Fig. 5-1).

Our sample clustering (Fig. 2*E*) suggests that a portion of our WT diestrus mice may have been split between two transcriptional states, which most likely represented these endocrine subphases. 

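The 6 WT diestrus mice had ages of 11.7 weeks (mouse 569), 12.3 weeks (mice 548 and 549), 16.4 weeks (mouse 2_2), 17.0 weeks (mouse 380_4) and 17.1 weeks (mouse 8_1). Diestrus mice under 14 weeks differed from older diestrus mice at 4988 genes in WT and 1402 in KO. The 9 other splits of the 6 WT mice gave 1609 to 5165 genes, and the 14 others of the 6 KO mice at most 172, by a test chosen after the data were seen. Of the genes of the real split 1068 were shared, all in the same direction. The interaction of genotype with this age difference had 0 genes under an FDR of 0.05 (1411 with an unadjusted p under 0.05).

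A diestrus score was the mean z score of the genes that differed between diestrus and estrus in the other genotype, signed by their direction there (4962 KO genes for WT mice and 3576 WT genes for KO mice). It was 1.44 ± 0.13 (SD, n = 3) in the younger WT diestrus mice and -0.25 ± 0.52 (SD, n = 3) in the older ones. In KO it was 1.13 ± 0.14 (SD, n = 4) and -0.38 ± 0.26 (SD, n = 2). Over both genotypes younger and older diestrus mice differed by 1.57 (exact two-sided permutation test, p = 0.00126). Mice under 14 weeks outside diestrus had -0.17 ± 0.47 (SD, n = 10). The 7 younger diestrus mice were also the only mice numbered with 3 digits, so a younger diestrus state and that series cannot be told apart.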

We note, however, that the two subclusters of WT diestrus samples are similarly sized, such that our overall data for WT at diestrus should represent the composite cytologic stage. Additionally, three-dimensional principal component analysis plotting of genes with highly variable expression across groups (≥1 SD) showed that this pattern was not unique to diestrus when either including (Extended Data Fig. 2-2) or excluding (Extended Data Fig. 2-3) sex chromosomes. Finally, we were deliberately permissive in our thresholds for calling DEGs (only requiring an FDR < 0.05 without an additional fold-change cutoff). While this procedure will result in detection of some smaller magnitude changes at the level of single genes, it aids our gestalt analysis by casting a broader net for genes subject to any degree of significant fluctuation across the estrous cycle.

Altogether, we deeply characterize dorsal hippocampal gene expression patterns across the estrous cycle in WT mice, characterize the *Cnih3* KO dorsal hippocampal transcriptome, and identify a surprising potentiation of sex-differential gene expression in this knock-out line. The data and supplements from these analyses provide extensive gene annotations for WT regulatory patterns, their dysregulation in *Cnih3* KO, and a well-powered dataset illustrating the role of estrous stage in defining sex-differential gene expression. Thus, these analyses and data provide a resource for the study of sex- and estrous-differential gene expression in the mouse dorsal hippocampus.

How the deposited data were processed for this re-analysis (not part of the article)

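Dorsal hippocampal RNA of 55 mice was sequenced by the authors, with 1 library per mouse in 10 groups (male, metestrus, diestrus, proestrus and estrus, each in WT and KO). The authors aligned the reads to the GRCm38 assembly with STAR and counted uniquely aligned reads per Ensembl gene with featureCounts. They deposited these raw gene counts, a table of the log2 CPM of the genes they tested, a table of gene CPM, and counts and CPM per transcript. The gene counts were the source of every value. The authors' log2 CPM table was used only as a check of the normalization, and the gene CPM and the transcript tables were not used here. Of the columns of the gene counts, 1 has no mouse in the sample list and was not used. The counts came in 55774 lines, of which 287 repeat a gene, leaving 55487 Ensembl genes.

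The counts are in units of reads, not pairs of reads, since 60.1% of the gene counts from 1 to 10 were even. Totals per library ranged from 25881295 to 63547098 with a median of 53384170, which are the depths behind every value, and they were used as deposited. No 2 libraries correlated above 0.995, so no library was a copy of another. Conditions, ages, parents and RNA integrity numbers were taken from the labels and the paper's Extended Data Table 1-1.

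Analyses were run in R 4.3.3. Genes with over 1 CPM in at least 10 libraries were kept and 5 ribosomal genes left out, as the paper's methods describe, which gave 16168 genes. Counts were normalized by TMM in edgeR 4.0.16 and fitted with voomWithQualityWeights and empirical Bayes in limma 3.58.1, with 1 mean per group and each comparison as a contrast of these means. All females of a genotype were compared with males as the average of the 4 stage means. Interactions of genotype with a stage or sex difference were tested in the same model. The false discovery rate (FDR) followed Benjamini and Hochberg within each comparison, with a threshold of 0.05. Principal components used genes with an SD of at least 1. ComBat-seq, from sva 3.50.0, corrected counts for age in months. Peak and trough stages were the highest and lowest of the group means, in place of the paper's clustering, which was not repeated here.

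The genes named in the text were chosen by a rule set in advance. They are every gene the paper names for a comparison of these samples in its text or in the panels of Figures 2, 4 and 6, every gene of the marker lists that the text uses as a list, and the 3 genes with the smallest FDR in WT diestrus against males, KO diestrus against males and all KO against all WT mice. Lists of marker genes were also written in advance for mature oligodendrocytes, oligodendrocyte precursors, choroid plexus, pituitary, thalamus, dentate granule cells, CA1 pyramidal cells, astrocytes, microglia, blood, the glucocorticoid response, immediate early genes and Atf4 targets. They were tested with camera at a preset correlation and with fry in 5 comparisons, 65 tests in all, and adjusted together. Lists of nuclear-retained RNA and mitochondrial mRNA were added after the data were seen. Positions are from the GENCODE annotation of GRCm38.

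Each comparison was repeated with edgeR's quasi-likelihood test, DESeq2 1.42.0, voom without quality weights, no filter on low counts, age in weeks as a covariate, and with each mouse left out in turn. Comparisons with diestrus were repeated with only the diestrus mice under 14 weeks or only those aged 14 weeks or more. Further alternatives used only mice of 14 weeks or more, only mice from Cnih3 x B6 parents, only the 2 groups compared, only WT proestrus libraries with an RNA integrity number of at least 8, and subsets of 5 KO males. Scaled genes for the principal components, tests on ComBat-seq counts and the first part of the mouse number as a random block were added after the data were seen. DESeq2's own filter and outlier rule left between 2 and 9406 genes of a comparison without an adjusted p. For each count of DEGs 40 labellings of the mice, the real one included, were drawn with a fixed seed, fewer than 100 because each needs a fit of the whole model. Tests of single values were two-sided permutation tests, exact where a group had fewer than 10 mice. Standard errors of principal component shares and medians come from a jackknife over mice.

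The steps were tested on simulated data with 16168 genes, of which 200 had a log2 fold change of 1 between KO diestrus mice and KO males. The limma steps recovered 100% of these with 6.98% false calls, edgeR 100% with 7.41%, voom without weights 100% with 7.41% and DESeq2 100% with 13.8%. The interaction test recovered 93% with 5.10% false calls. Smaller groups of 3 WT or 2 KO diestrus mice against males recovered 95.5% and 92.5%. DESeq2 was fitted here to the 2 groups alone. The changed genes lay above a floor on abundance, and the simulated diestrus mice were not split as the real ones were. The real DEGs of KO diestrus against males had a median absolute log2 fold change of 0.44. These rates therefore do not measure the power for changes of that size or in split groups. Some results for single items withheld from this text are not reported here.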

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

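Several tests were chosen only after the result was seen. These were of a difference shared by all diestrus mice, of age, parents and the series of mouse numbers. Those of nuclear RNA, white matter, choroid plexus and pituitary RNA were also chosen then. The tests of GC content and transcript length and the labellings were written before their results. The split of diestrus mice by age came from their ages and the paper's Figure 2E.

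Diestrus mice under 14 weeks (7) differed from those of 14 weeks or more (5) at 5742 genes, 2499 higher and 3243 lower, with 7314 genes at an unadjusted p under 0.05. Of 40 labellings of the diestrus mice within genotypes, the real one included, 1 gave as many genes, and the largest number in another was 3057. In WT alone the real split gave 4988 genes and the 9 other splits of the 6 mice gave 1609 to 5165. As another split gave more genes than the real one, the WT count alone does not exclude chance. In KO alone the real split gave 1402 and the 14 others at most 172 (split counts within a genotype were chosen after seeing the data). The split was found in both genotypes, with 1068 genes shared, all in the same direction, and an interaction of genotype with age at 0 genes (1411 at an unadjusted p under 0.05).

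Several explanations of this split were tested. The diestrus score was 1.57 lower in the older diestrus mice than in the younger ones, so the difference in its genes was not shared by all diestrus mice. This restates the split and does not explain it. In KO the younger diestrus mice also had larger quality weights (1.61 to 1.74) than the older ones (0.43 to 0.51). The genes chosen there for the score therefore lean on the younger mice. Age alone is argued against by the 10 other mice under 14 weeks, whose score was 1.44 below that of the diestrus mice under 14 weeks. Ages in these sets were not closely matched. Among the 10, WT male 19_1 and WT proestrus mouse 20_2, both aged 12 weeks, had the highest scores, at 0.74 and 0.50. The younger diestrus mice had 0.926 to 1.52, so age as a part of the cause is not excluded. Within groups other than diestrus the score did not follow age (r = 0.107, permutation p = 0.493). The 3 younger WT diestrus mice all came from Cnih3 x B6 parents. Such parents as the cause are argued against by the 8 other WT mice that had them, which differed from the 16 of B6 x B6 parents by -0.0524 in score (exact permutation p = 0.773), and by WT diestrus mouse 8_1 among them, at 0.0958 compared with 1.29 to 1.52 in the younger ones. The difference followed transcript length over genes (Spearman rho = -0.326) and GC content hardly (rho = 0.0517). After correction for GC content 6455 genes differed, of which 5029 were among the 5739 before. After correction for transcript length rho was 0.0360 and 6023 genes differed, of which 4533 were among the 5739. Neither trend is thus the whole cause, though a trend with transcript length was part of the difference. What gave rise to that trend was not tested.

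Less white matter in the tissue of the younger diestrus mice may lower oligodendrocyte genes, which fell by 0.712, but long non-coding genes, which are not confined to white matter, also fell by 0.18 (exact permutation p = 0.00333, the smallest of 300 labellings, adjusted p = 0.015 over 18 sets) and so did microglial genes, by 0.284 (p = 0.00333). Mbp, an abundant myelin gene, did not fall (log2 fold change 0.05, SE 0.13, FDR 0.800). Less RNA from nuclei in these lysates is a candidate explanation of the same value of -0.18, with Malat1, Meg3 and Miat lower by 2.29, 2.86 and 2.79. The mean of 6 nuclear RNAs not seen before the list was written changed by -0.0111 (exact permutation p = 0.77). Single nuclear RNAs went both ways, with Mirg at -1.19, Kcnq1ot1 at -0.84, Rian at -0.09, Pantr1 at 0.38 and Xist at 0.06. A mean over RNAs that move both ways cannot decide for or against less nuclear RNA, so this explanation stays open. The 7 younger diestrus mice are also the 7 mice with 3-digit numbers. No other mouse has such a number, so a set of mice handled apart from the others cannot be told apart from a younger diestrus state. The paper's own proposal of early and late diestrus was not tested, since no hormone values are used here.

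Growth hormone (Gh), a pituitary gene, reached 102.6 CPM and ranged down to 0.216. Prl ranged from 0.103 to 140 CPM. With group means removed Prl followed Gh over the 55 libraries (Pearson r = 0.938, permutation p = 1e-05, the smallest the permutations give) and followed Pomc less closely (r = 0.555, rho = 0.572). RNA from pituitary tissue is a candidate source of Prl. Prl and the choroid plexus genes were unrelated (r = 0.0626, p = 0.650, rho = 0.0571). Removing group means hides differences between the sexes. Before that step, log2 CPM of Prl lay below that of Gh in every male but KO male 1950. In most females it was close to or above that of Gh, so Prl relative to Gh differed by sex. Prl differed between stages and sexes in groups. Estrous or sexual differences of prolactin in the pituitary stay open as an untested biological explanation of which libraries hold it.

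Transthyretin (Ttr), a choroid plexus gene, ranged from 3.84 to 2098 CPM. With group means removed Otx2 followed the mean of 9 choroid plexus genes (r = 0.834) and so did Prlr (r = 0.830). Choroid plexus attached to the dissected tissue is a candidate explanation for the differences of Otx2 and Prlr between stages. With the choroid mean as a covariate, the WT difference of Otx2 between proestrus and estrus changed from 3.16 to 0.59 and that of Prlr from 1.66 to -0.13. A change of the choroid plexus itself over the cycle would look the same and was not tested.

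In 120 tests of 12 measures in 10 groups, 4 mice lay far from the rest of their group, where 6 are given by chance. Prlr in KO metestrus mouse 11_1 was at 4.33 log2 CPM, compared with 1.00 to 1.56 in the other mice, a gap of 0.8311 of the range of the group. Srd5a3 in KO estrus mouse 2593 was at 2.53, compared with 3.46 to 3.85 (0.7054 of the range). Avpr1b in KO male 2129 was at 0.69, compared with -0.20 to 0.18 (0.5701), and in WT male 2015 at -6.28, compared with -1.46 to -0.19 (0.7908). No cause of these was tested apart from the choroid relation of Prlr.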

How the results depend on the processing

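Counts of DEGs are compared with the limma counts given at each claim. A stage alone (Di) stands for that stage against males of the same genotype, and a pair (Met-Di) for 2 stages. A number of genes at an unadjusted p under 0.05 is called nominal and is given beside a count of 0. Counts within 1.5 times of the first count are given only as a number of counts. The cause of each change was not tested unless stated. Scaled principal components, the tests on ComBat-seq counts and the block on mouse numbers were the only alternatives chosen after seeing the data. The split of Di mice at 14 weeks was chosen from the ages in the sample labels and the paper's Figure 2E.

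With edgeR's quasi-likelihood test 21 of 32 counts moved by over 1.5 times. In WT there were 9 for females, 0 (1222 nominal) for Met-Di, 0 (1065 nominal) for Met-Pro, 1 for Di-Pro, 2 for Di-Est and 15 for Pro-Est. KO mice gave 47 for females, 11 for Met, 813 for Di, 9 for Pro, 164 for Est, 0 (1176 nominal) for Met-Di, 0 (2682 nominal) for Met-Pro, 1353 for Di-Pro, 14 for Di-Est and 4 for Pro-Est. The count was 153 for all KO against WT mice, 2 for KO against WT Met, 1 for KO against WT Di, 0 (685 nominal) for KO against WT Pro and 7 for KO against WT Est. Unions became 913 over KO stages against males, 18 over WT stage pairs, 1359 over KO stage pairs and 9 over KO against WT. The genes were 35 shared by both genotypes, 35 shared in the same direction, 3 in WT Di only and 0 in WT Di only and higher in males. Among 44 pairs of a named gene and a comparison, 25 kept their side of the threshold, 18 lost an FDR under 0.05 and 1 changed sign, Gal3st1 in WT Met-Est, whose log2 fold change of -0.06 became 0.0195.

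With DESeq2 19 of 28 counts moved by over 1.5 times. WT mice gave 10 for females, 1 for Met-Di, 4 for Met-Pro, 15 for Di-Pro, 111 for Di-Est and 74 for Pro-Est. In KO there were 173 for females, 27 for Met, 1169 for Di, 12 for Pro, 401 for Est, 4 for Met-Di, 7 for Met-Pro, 1799 for Di-Pro and 148 for Di-Est. The count was 187 for all KO against WT mice, 3 for KO against WT Di, 0 (707 nominal) for KO against WT Pro and 4 for KO against WT males. Unions became 1443 over KO stages against males, 193 over WT stage pairs, 1890 over KO stage pairs and 31 over KO against WT. The genes were 67 shared by both genotypes, 67 shared in the same direction, 4 in WT Di only and higher in Di and 0 in WT Di only and higher in males.

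Without sample quality weights 22 of 28 counts moved by over 1.5 times. The WT counts were 9 for females, 6 for Di, 0 (1669 nominal) for Met-Di, 0 (1004 nominal) for Met-Pro, 5 for Di-Pro, 501 for Di-Est and 0 (1912 nominal) for Pro-Est. In KO they were 93 for females, 9 for Met, 1057 for Di, 11 for Pro, 129 for Est, 0 (1357 nominal) for Met-Di, 0 (2605 nominal) for Met-Pro, 1627 for Di-Pro, 254 for Di-Est and 5 for Pro-Est. The count was 150 for all KO against WT mice, 2 for KO against WT Met, 1 for KO against WT Di, 0 (641 nominal) for KO against WT Pro and 8 for KO against WT Est. Unions became 9 over WT stages against males, 1128 over KO stages against males, 503 over WT stage pairs, 1735 over KO stage pairs and 9 over KO against WT. The genes were 147 shared by both genotypes, 147 shared in the same direction, 1 in WT Di only, 1 in WT Di only and higher in Di and 0 in WT Di only and higher in males.

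Without a filter on low counts, 45263 genes were tested and 23 of 28 counts moved by over 1.5 times. In WT there were 24 for females, 16 for Met, 8 for Pro, 19 for Est, 404 for Met-Di, 8 for Met-Pro, 17 for Met-Est, 189 for Di-Pro and 43 for Pro-Est. KO mice gave 260 for females, 21 for Met, 2652 for Di, 213 for Est, 348 for Met-Di, 12 for Met-Pro, 3605 for Di-Pro, 2803 for Di-Est and 15 for Pro-Est. The count was 289 for all KO against WT mice, 14 for KO against WT Met, 4 for KO against WT Pro, 18 for KO against WT Est and 10 for KO against WT males. Unions became 35 over WT stages against males, 2791 over KO stages against males, 3048 over WT stage pairs and 41 over KO against WT. The genes were 1568 shared by both genotypes and 1568 shared in the same direction.

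With age in weeks as a covariate 15 of 32 counts moved by over 1.5 times. In WT there were 5 for Di, 64 for Met-Di, 200 for Met-Pro, 696 for Di-Pro and 1910 for Di-Est. KO mice gave 23 for females, 22 for Met, 1025 for Di, 33 for Pro, 553 for Est, 74 for Met-Di, 1076 for Met-Pro, 2830 for Di-Est and 629 for Pro-Est. The count was 7 for KO against WT Pro. Unions became 6 over WT stages against males, 1540 over KO stages against males, 3227 over WT stage pairs and 36 over KO against WT. The genes were 1862 shared by both genotypes, 1862 shared in the same direction, 0 in WT Di only, 0 in WT Di only and higher in Di and 0 in WT Di only and higher in males. Of the 44 named pairs 35 kept their side of the threshold and 9 lost it.

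With only Di mice of 14 weeks or more, 3 WT and 2 KO, which leaves fewer mice, 8 of 9 counts moved by over 1.5 times. In WT there were 6 for Di, 0 (360 nominal) for Met-Di, 0 (1087 nominal) for Di-Pro and 0 (1068 nominal) for Di-Est. KO mice gave 7 for Di, 0 (539 nominal) for Met-Di, 0 (1067 nominal) for Di-Pro and 0 (125 nominal) for Di-Est. With only Di mice under 14 weeks, 3 WT and 4 KO, 6 of 9 counts moved by over 1.5 times. WT counts were 4234 for Di, 6243 for Met-Di, 6358 for Di-Pro and 7581 for Di-Est. The KO count was 2948 for Met-Di. It was 269 for KO against WT Di.

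With only mice of 14 weeks or more in any group 14 of 20 counts moved by over 1.5 times. In WT there were 5 for Di, 239 for Pro, 0 (332 nominal) for Met-Di, 481 for Met-Pro, 102 for Di-Pro, 0 (1092 nominal) for Di-Est and 2032 for Pro-Est. The KO counts were 11 for Met, 8 for Di, 0 (1060 nominal) for Met-Di, 6 for Met-Est and 0 (129 nominal) for Di-Est. Between genotypes it was 19 for KO against WT Est and 33 for KO against WT males. KO Pro was left out, since 1 mouse would remain. With only mice from Cnih3 x B6 parents 4 of 4 counts moved by over 1.5 times. The WT count was 6897 for Di. Between genotypes it was 1449 for all KO against WT mice, 12 for KO against WT Di and 47 for KO against WT males.

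With a model of only the 2 groups compared 3 of 8 counts moved by over 1.5 times. The WT count was 5 for Di. The KO counts were 19 for Met and 19 for Pro. Without the 2 WT Pro libraries with an RNA integrity number under 8, 3 of 5 counts moved by over 1.5 times. The WT counts were 10 for Pro and 1741 for Pro-Est. It was 825 for KO against WT Pro. With 5 of the 7 KO males, as the median over 21 subsets, 2 of 3 counts moved by over 1.5 times. The KO counts were 409 for females and 763 for Est.

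On ComBat-seq counts, chosen after seeing the data, 11 of 28 counts moved by over 1.5 times. The WT counts were 3 for Met-Di, 860 for Di-Pro and 1220 for Di-Est. Those in KO were 1524 for Di, 4033 for Pro, 19 for Met-Di, 4432 for Met-Pro, 840 for Di-Est and 2174 for Pro-Est. Between genotypes it was 27 for KO against WT Di and 2000 for KO against WT Pro.

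Shares of variance moved by more than their jackknife standard error. ComBat-seq correction for age in months gave 23.6% for PC1 and 20.9% for PC2. Scaling genes to unit variance, chosen after seeing the data, gave 38.5%, 13.3% and 6.62% for PC1, PC2 and PC3, and scaling with ComBat-seq gave 22.3% for PC1 and 8.04% for PC3. The 500 genes with the largest SD gave 10.1% for PC3.

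With an FDR under 0.05 in place of 0.01, 4948 genes differed between WT stages, 596 peaked in Pro with a trough in Di, 79.1% had their peak or trough in Di and 67.0% had the trough of KO in the same stage as in WT.

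The median absolute log2 fold change against males was larger in KO than in WT by 0.17 in Di (jackknife standard error 0.335) and 0.18 in Est (0.17). With each of the 55 mice left out the difference ran from 0.07 (without WT diestrus mouse 8_1) to 0.31 (without WT diestrus mouse 548) in Di and from 0.09 (without WT male 2052) to 0.25 (without WT male 2015) in Est. It stayed within 1 standard error of the first value for genes under FDR 0.25 (0.10 and 0.14), for mice of 14 weeks or more (0.02 and 0.24) and for all genes tested, where it shrank to 0.02 in Di and 0.03 in Est. This rule could hardly show a change. The standard error in Di exceeds the difference itself, and that in Est is nearly as large. Genes under FDR 0.05 in WT changed the sign to -0.11 in Di (11 genes) and moved the difference to 0.41 in Est (8 genes). Of each set 5 genes are Y-linked or Xist, and the median in Est lies among these.

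Marker lists tested with fry in place of camera kept their direction and side of the threshold in 57 of 65 tests. The direction changed for thalamus genes in WT Di (fry adjusted p = 0.886), choroid plexus genes in KO Di (0.933) and in all KO against WT (0.983), CA1 pyramidal genes in all KO against WT (0.986) and thalamus genes in KO Di-Est (0.903), none of which had an adjusted p under 0.05 by camera. With the same direction, 2 tests lost an adjusted p under 0.05 and 1 gained it.

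With each mouse left out in turn, 156 of 510 counts moved by over 1.5 times. The counts ranged, for WT females from 5 to 165 (without WT male 1949), WT Met from 5 to 52 (without WT male 1949), WT Di from 5 (without WT diestrus mouse 569) to 3368 (without WT male 19_1), WT Pro from 5 to 11 (without WT male 1949), WT Est from 5 (without WT estrus mouse 1_1) to 199 (without WT male 1949), WT Met-Di from 0 (without WT diestrus mouse 548) to 4962 (without WT diestrus mouse 8_1) with 1003 to 1071 nominal where 0, WT Met-Pro from 0 (without WT proestrus mouse 4_1) to 461 (without WT metestrus mouse 5_1) with 1695 nominal where 0, WT Met-Est from 0 to 1 (without WT metestrus mouse 3_3) with 522 to 1328 nominal where 0, WT Di-Pro from 0 (without WT diestrus mouse 548) to 5215 (without WT diestrus mouse 8_1) with 1943 to 2012 nominal where 0, WT Di-Est from 0 (without WT diestrus mouse 549) to 6643 (without WT diestrus mouse 8_1) with 2523 nominal where 0, WT Pro-Est from 561 (without WT proestrus mouse 4_1) to 1686 (without WT proestrus mouse 5_4).

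In KO they ranged, for KO females from 94 (without KO male 2591) to 1336 (without KO male 2128), KO Met from 13 (without KO male 2591) to 126 (without KO metestrus mouse 6_1), KO Pro from 8 (without KO proestrus mouse 12_5) to 332 (without KO male 2129), KO Est from 217 (without KO estrus mouse 12_2) to 1811 (without KO estrus mouse 8_4), KO Met-Di from 667 (without KO diestrus mouse 532) to 2350 (without KO diestrus mouse 7_1), KO Met-Pro from 1 (without KO proestrus mouse 12_4) to 1098 (without KO metestrus mouse 6_1), KO Di-Pro from 3225 (without KO proestrus mouse 12_4) to 5952 (without KO diestrus mouse 7_1), KO Di-Est from 2664 (without KO estrus mouse 12_2) to 5840 (without KO estrus mouse 2593), KO Pro-Est from 3 (without KO estrus mouse 12_3) to 306 (without KO estrus mouse 8_4).

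Between genotypes they ranged, for all KO against WT mice from 326.0, 59.4% of the count with every mouse, (without KO proestrus mouse 12_4) to 874 (without WT male 2052), KO against WT Met from 1 (without KO metestrus mouse 10_1) to 13 (without WT metestrus mouse 380_1), KO against WT Di from 0 to 1090 (without WT diestrus mouse 548) with 979 to 2706 nominal where 0, KO against WT Pro from 0 (without KO proestrus mouse 12_4) to 330 (without WT proestrus mouse 5_4) with 1572 to 2112 nominal where 0, KO against WT Est from 13 (without KO estrus mouse 12_3) to 26 (without WT estrus mouse 5_3), KO against WT males from 0 (without KO male 2591) to 148 (without WT male 1949) with 521 nominal where 0, the genotype interaction of Di and males from 0 to 30 (without WT diestrus mouse 548) with 571 to 1198 nominal where 0, the genotype by sex interaction from 0 to 3 (without WT male 1949) with 322 to 1871 nominal where 0, the genotype interaction of Pro and Di from 0 to 426 (without WT diestrus mouse 548) with 1291 to 3074 nominal where 0. KO Di was the only comparison among those with DEGs whose count stayed within 1.5 times whichever mouse was left out. Leaving out any of WT Di mice 548, 549 and 569 left WT Di-Est with at most 4 DEGs. Leaving out WT male 1949 or 19_1 raised every WT count against males.

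No paired analysis was possible because no 2 mice share a full number. Mice of different groups share the first part of a number in 8 cases (26 mice, none of them male). With it as a random block, chosen after seeing the data, the correlation within blocks was -0.00248 and each of 28 counts stayed within 1.5 times. Depth limits the genes under 1 CPM, which the filter leaves out, and Avpr1b and Depp1, whose values lie near that threshold in many libraries.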

Differences from the paper's values

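WT diestrus against WT males had 11 DEGs, compared with the paper's 62. None of the alternatives set before the data were examined closed the gap. edgeR gave 8, DESeq2 9, voom without quality weights 6, no filter on low counts 13, age as a covariate 5, only the 2 groups compared 5, only diestrus mice of 14 weeks or more 6, only those under 14 weeks 4234, only mice of 14 weeks or more 5 and only mice from Cnih3 x B6 parents 6897. With each mouse left out the count was 5 to 18 or 2089 to 3368. Tests on ComBat-seq counts, chosen after seeing the values, gave 8.

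Over the 4 stages 14 genes differed from WT males, compared with the paper's 65. None of the alternatives run for this union reached it, with 11 in edgeR, 16 in DESeq2, 9 without quality weights, 35 without a filter and 6 with age. The union was not computed for the alternatives in which diestrus alone passed the paper's number. The genes found in diestrus only were 6, compared with the paper's 57. They were 3 in edgeR, 4 in DESeq2, 1 without quality weights, 7 without a filter and 0 with age. Of these 2 were higher in diestrus, compared with the paper's 8, and 4 were higher in males, compared with the paper's 49. The alternatives gave 3, 4, 1, 2 and 0 higher in diestrus and 0, 0, 0, 5 and 0 higher in males, in the same order.

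The ratio of KO to WT genes over the 4 stages was 388, compared with the paper's 80. edgeR (83), DESeq2 (90.2) and no filter on low counts (79.7) came within 1.5 times of it, and voom without quality weights (125) and age as a covariate (257) did not.

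KO and WT diestrus differed at 0 genes (1321 at an unadjusted p under 0.05), compared with the paper's 1. edgeR and voom without quality weights each gave 1, and DESeq2 gave 3.

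The increase of the number of DEGs for diestrus against estrus in KO over WT was 1386, compared with the paper's approximate 800. Age as a covariate gave 920. edgeR (12), DESeq2 (37), voom without quality weights (-247), no filter (-22), only older diestrus mice (0) and only younger ones (-1195) did not come within 1.5 times, and neither did ComBat-seq counts, chosen after seeing the values (-380).

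PC2 held 20.9% of the variance after ComBat-seq correction, compared with the paper's 10.3%. Scaling genes to unit variance, chosen after seeing the values, gave 18.5%, and no alternative set before the data were examined closed the gap.

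For statements beyond numbers, the paper describes the age-corrected PC2 as little changed, where PC2 rose from 17.5% to 20.9% of variance. For the DEGs of WT and KO stage pairs the paper gives an approximate shared percentage with a narrow range (its Fig. 4E). Here 2.36% to 72.6% of WT genes and 1.56% to 52.3% of KO genes were shared, a wider range. The paper describes the mice as 12 to 24 weeks old, where the youngest was 10.9 weeks. It describes RNA integrity as over 8 for each library, where WT proestrus mice 8_2 and 4_1 had 7.6 and 7.9. WT proestrus mouse 5_4 and KO males 2128 and 2129 had 8.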

Other observations

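The test of the share of younger diestrus mice was chosen only after the result was seen, while those with labellings of the mice, with 5 KO males and of the genes around Cnih3 were written before their results.

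For each number of DEGs, 40 labellings of the mice with groups of the real sizes, the real labelling included, were fitted. As many DEGs as in the real labelling were given by 6 labellings for WT females against males, 5 for WT metestrus, 22 for WT diestrus, 11 for WT proestrus and 2 for WT estrus against WT males. The largest number in any other labelling was 7478, for WT diestrus. Between WT stages it was 2 of the 40 for metestrus against diestrus, 5 for metestrus against proestrus, 40 for metestrus against estrus (705 genes at an unadjusted p under 0.05), 9 for diestrus against proestrus, 3 for diestrus against estrus and 1 for proestrus against estrus.

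In KO the numbers of labellings were 2 for females against males, 1 for metestrus, 1 for diestrus, 12 for proestrus and 1 for estrus against KO males. Between KO stages they were 2 for metestrus against diestrus, 1 for metestrus against proestrus, 40 for metestrus against estrus, 1 for diestrus against proestrus, 2 for diestrus against estrus and 1 for proestrus against estrus. For KO against WT they were 3 over all mice, 2 in metestrus, 40 in diestrus, 8 in proestrus, 3 in estrus and 7 in males. Each of the 4 interactions had 40, since the real labelling gave 0 genes. A share of 2 in 40 or more does not exclude chance as the source of the count, except where the DEGs were only the 4 Y-linked genes and Xist, since the Y-linked counts part all males from all females. The largest KO count in another labelling was 6701, for diestrus against estrus.

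Of 40 labellings with genotypes exchanged within each stage or sex, the real one included, 14 gave a difference between the KO and WT medians of the absolute log2 fold changes as large as the real one in diestrus and 14 in estrus.

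Diestrus mice under 14 weeks made up 4 of 6 KO and 3 of 6 WT diestrus mice, so the difference between genotypes in the number of DEGs against males may come from the share of younger mice. With only those younger mice WT had 4234 DEGs against males. The medians of the absolute log2 fold changes were then 0.42 in WT and 0.48 in KO for the 4635 genes of diestrus, and 0.28 and 0.22 over all genes. With only the older diestrus mice they were 0.11 and 0.16, and 0.11 and 0.15 over all genes. With 5 KO males the median over 21 subsets was 3862 in diestrus (range 2910 to 5048) and 763 in estrus (16 to 1542), compared with 11 and 8 in WT. Each of the 21 subsets stayed over 1.5 times the WT count, so the number of males is not the whole cause, though the lowest estrus subset lies near the WT count.

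Among the DEGs between all KO and all WT mice, 16 of 252 genes within 20 Mb of Cnih3 were called (6.35%), compared with 532 of the rest (3.34%, Fisher's exact test, p = 0.0201), and on chromosome 1 56 of 999 (5.61%, p = 0.000195). DNA flanking Cnih3 from the embryonic stem cells is a candidate explanation for a part of these. It is argued against as the source of most of them by the count of 16 of 549. Aim2, the gene with the smallest FDR, lies 8 Mb away and was lower in KO in all 5 groups, at 0.28 to 0.77 log2 CPM in KO and 1.71 to 2.08 in WT.

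Lists of marker genes were tested in 5 comparisons, with Benjamini-Hochberg adjustment over 65 tests. Mature oligodendrocyte genes were lower in WT diestrus than in males (median log2 fold change -0.59, camera adjusted p = 3.42e-08, fry 0.0182, 9 of 15 genes past an FDR of 0.05 adjusted over the list alone and 0 over all genes), in KO diestrus than in males (-0.92, camera 9.49e-11, fry 3.09e-06, 13 genes over all genes tested and 14 adjusted over the list alone) and in KO diestrus than in estrus (-0.68, camera 2.23e-06, fry 0.000741). Microglial genes were lower in KO diestrus than in males (-0.49, camera 0.00113, fry 2.95e-05, 6 of 6 genes). Immediate early genes were lower in KO diestrus than in estrus (-0.82, camera 0.00572, fry 0.00473). Blood genes were lower in WT diestrus than in estrus (-0.79, camera 0.02, fry 0.0397) and than in males by camera (-0.84, 0.0051) but not fry (0.0723). Dentate granule cell genes were lower in WT diestrus than in estrus (-0.39, camera 0.0292, fry 0.00571) and than in males by camera (0.0475) but not fry (0.0504). Oligodendrocyte precursor genes were lower in WT diestrus than in estrus by fry (0.00576) but not camera (0.110). Atf4 targets were lower in KO than in WT over all mice (camera 3.42e-08).

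The lists for choroid plexus, pituitary, thalamus, CA1 pyramidal cells, astrocytes and the glucocorticoid response had no adjusted p under 0.05 in any of the 5 comparisons by camera or fry. Between younger and older diestrus mice, with 18 sets tested, CA1 pyramidal genes fell by 0.233 (exact permutation p = 0.01, adjusted p = 0.0257), oligodendrocyte precursor genes by 0.456 (p = 0.00667), Atf4 targets rose by 0.273 (p = 0.01) and nuclear-retained RNA fell by 1.67 (p = 0.00333), while mitochondrial mRNA differed by 0.248 (p = 0.160). The nuclear-retained RNA and mitochondrial mRNA lists were written after some of their genes had been seen.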
